# Molecular Signatures of CB-6644 Inhibition of the RUVBL1/2 Complex in Multiple Myeloma

**DOI:** 10.3390/ijms25169022

**Published:** 2024-08-20

**Authors:** Weijun Yi, Sebastian A. Dziadowicz, Rachel S. Mangano, Lei Wang, Joseph McBee, Steven M. Frisch, Lori A. Hazlehurst, Donald A. Adjeroh, Gangqing Hu

**Keywords:** multiple myeloma, molecular signatures, RUVBL1/2, CB-6644

## Abstract

Multiple myeloma is the second most hematological cancer. RUVBL1 and RUVBL2 form a subcomplex of many chromatin remodeling complexes implicated in cancer progression. As an inhibitor specific to the RUVBL1/2 complex, CB-6644 exhibits remarkable anti-tumor activity in xenograft models of Burkitt’s lymphoma and multiple myeloma (MM). In this work, we defined transcriptional signatures corresponding to CB-6644 treatment in MM cells and determined underlying epigenetic changes in terms of chromatin accessibility. CB-6644 upregulated biological processes related to interferon response and downregulated those linked to cell proliferation in MM cells. Transcriptional regulator inference identified E2Fs as regulators for downregulated genes and MED1 and MYC as regulators for upregulated genes. CB-6644-induced changes in chromatin accessibility occurred mostly in non-promoter regions. Footprinting analysis identified transcription factors implied in modulating chromatin accessibility in response to CB-6644 treatment, including ATF4/CEBP and IRF4. Lastly, integrative analysis of transcription responses to various chemical compounds of the molecular signature genes from public gene expression data identified CB-5083, a p97 inhibitor, as a synergistic candidate with CB-6644 in MM cells, but experimental validation refuted this hypothesis.

## 1. Introduction

RUVBL1 and RUVBL2, collectively referred to as RUVBL1/2, are ATPases associated with diverse cellular activities that form a complex with enhanced enzymatic activity through ring-shaped heterodimerization [1]. The RUVBL1/2 complex binds to chromatin and contributes to transcriptional regulation through chromatin remodeling [2,3]. For instance, RUVBL1 and RUVBL2 are subunits of ATP-dependent chromatin remodeling complexes such as INO80 and SWR1 [4]. The two proteins are also essential components of the TIP60 complex [5], which interact with oncogenic transcription factors such as cMyc [6] and E2F1 [7]. Increasing evidence support pathological functions of RUVBLs in a variety of cancers, including acute myeloid leukemia [8], breast cancer [9], colorectal cancer [10], head and neck cancers [11], hepatocellular carcinoma [12], gastric cancer [13], glioma [14], epithelial ovarian cancer [15], prostate tumors [16], renal cell carcinoma [17], and non-small cell lung carcinoma [18,19]. Depletion of RUVBLs suppresses cancer cell growth and progression [17,20,21,22,23].

Multiple myeloma (MM) is the second most common hematological cancer [24]. This disease of plasma cells progresses from monoclonal gammopathy of undetermined significance (MGUS), to smoldering myeloma, to newly diagnosed (ND) myeloma, to plasma cell leukemia (PCL). The standard of care for MM includes proteasome inhibitors such as bortezomib, immunomodulatory drugs like lenalidomide, and corticosteroids such as dexamethasone. New classes of drugs include monoclonal antibodies such as the CD38-targting daratumumab [25] and SLAMF7-targeting elotuzumab [26]. In addition, T-cell-engaging therapies, such as bispecific T-cell engagers [27] and chimeric antigen receptor T-cell therapies [28], emerged as groundbreaking approaches. Despite these advances, MM remains incurable due to the inevitable development of drug resistance, highlighting the needs to continuously seek for therapeutic strategies complementary to current standards of care.

CB-6644 is an allosteric small-molecule inhibitor that specifically targets the ATPase activity of the RUVBL1/2 complex [23]. This compound substantially reduces tumor burden without remarkable toxicity in xenograft mouse models of Burkitt lymphoma and MM, making it a promising pre-clinical drug to explore for MM treatment [23]. In this work, we characterized the transcriptome (gene expression) and regulome (chromatin accessibility) signatures of CB-6644 treatment in MM cells. We determined transcriptional pathways affected by CB-6644 through RNA-Seq data analysis and inferred the underling epigenetic regulatory mechanisms by analyzing chromatin accessibility. Integrative analysis of transcription responses initially identified CB-5083, an MM-suppressive p97 inhibitor [29], as a synergistic compound with CB-6644 in MM cells; however, subsequent experimental validation refuted this hypothesis.

## 2. Results

### 2.1. Clinical Relevance of RUVBL1 and RUVBL2 in MM

To evaluate the clinical significance of RUVBL1/2 expression in MM, we compared their expression level among healthy donors and MM patients at different disease stages using http://www.genomicscape.com/ (accessed on 13 September 2022). In one gene expression dataset compiled by Zhan, et al. [30], RUVBL1 and RUVBL2 expression was substantially higher in plasma cells of patients with smoldering myeloma or MGUS than plasma cells from healthy donors (Figure 1A and Figure S1A). In another gene expression dataset compiled by Mattioli, et al. [31], we observed higher expression of RUVBLs in MM or PCL patients than in MGUS patients (Figure 1B and Figure S1B). Furthermore, we conducted a Kaplan–Meier (K–M) analysis on RUVBL1 and RUVBL2 as indicators of overall survival across several cohorts of MM patients. The initial analysis covered three cohorts of newly diagnosed (ND) MM patients: the CoMMpass clinic trial (IA14) [32], MAPQ-II [33], and TT2 [34]. The analysis revealed both RUVBL1 and RUVBL2 as unfavorable prognostic markers on overall survival (Figure 1C–E and Figure S1C–E). We extended the analysis to a cohort of MM patients who had previously received treatment (TT6) [35] and another cohort of relapse patients (APEX/SUMMIT) [36]. Consistent with our findings for ND MM patients, higher RUVBL1 or RUVBL2 expression predicted shorter overall survival for both previously treated MM patients and MM relapse patients (Figure 1F,G and Figure S1F,G). Therefore, an elevated expression of RUVBLs predicted worse MM disease progression.

### 2.2. CB-6644 Treatment Suppresses MM Growth and Induces Apoptosis

CB-6644 selectively inhibits the RUVBL1/2 complex by targeting ATPase activity at high potency [23]. To assess its effects on MM cells, we treated two MM cell lines (MM.1S and RPMI 8226) with CB-6644 for 72 h and determined the half maximal inhibitory concentration (IC50) using CellTiter-Glo^®^ Luminescent Cell Viability Assay: 120 nM for MM.1S and 60 nM for RPMI 8226 (Figure 2A and Figure S2A). For comparison, HS-5, a cell line for normal bone marrow stromal cells, showed an IC50 of 200 nM, thus resulting in less sensitivity to CB-6644 (Figure S2B). Similar to an observation involving melanoma cell lines [23], CB-6644 treatment induced substantial apoptosis in MM cells (Figure 2B and Figure S2C), with representative flow panels shown in Figure 2C,D and Figure S2D,E.

### 2.3. Transcriptome Signatures of CB-6644 Inhibition of RUVBL1/2 in MM Cells

To determine the molecular pathways affected by CB-6644 in MM cells, we profiled the transcriptomes for two MM cell lines (MM.1S and RPMI 8226) treated with this inhibitor using RNA-Seq. 

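Live cells were sorted after 72 h with CB-6644 or with DMSO, its vehicle, and polyA-selected, directional RNA-Seq libraries were made from them. The deposited table holds 11 libraries of these myeloma cell lines. MM.1S cells received 120 nM CB-6644 in 2 libraries and DMSO in 3. The authors aligned the paired reads to hg38 with subread, counted them per gene with featureCounts and computed RPKM with their own script, for which the text names no annotation. The deposited values for 20468 genes, listed by symbol and Entrez identifier, are log2(RPKM + 1), with 0.0001 for genes without reads. They were turned back into RPKM, which already includes a scaling to the reads of each library. Positions are those of RefSeq on GRCh38.p14. The number of reads behind each library was estimated from genes without introns, whose lowest values are whole multiples of 1 read. It came to 16900000 and 29500000 reads for the MM.1S libraries with CB-6644, and to 15300000, 24700000 and 22100000 for those with DMSO. On a transcript of 2 kb, 3 reads correspond to between 0.0509 and 0.0980 RPKM in these libraries. The numbers of reads given for genes with introns rest on exon lengths from GENCODE and are approximate, and such limits cover counting error only. A gene counted as expressed when its log2(RPKM + 1) reached 2 in at least 1 library of the cell line. Differences were tested on log2(RPKM + 0.1) with limma, with a variance trend and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 and a fold change over 1.5 were called, which are the thresholds of the paper. For any single gene, the smallest p of an exact permutation test is 0.1 with 2 libraries against 3, so that single genes rest on the model fitted across all genes.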

CB-6644 treatment induced a substantial change in mRNA expression by upregulating 920 genes and downregulating 1110 genes in MM.1S (Figure 3A; Table S1). 

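In MM.1S, 942 of 9060 expressed genes were upregulated by CB-6644 and 1119 were downregulated, by limma. The alternative that moved this number most was leaving out the fold threshold, with 6651 genes at an adjusted p under 0.05, of which 3480 rose and 3171 fell. A test of the 1.5-fold threshold itself (limma's treat) called 473 genes upregulated and 644 downregulated. The ranges of the 2 groups did not overlap for 2060 of the 2061 called genes, and for 81.2% of all expressed genes, where chance gives 20%. Across the fits that each left out 1 DMSO library, between 2066 and 2089 genes were called. The largest rises among called genes were those of CXCL10, SCNN1G and CHRNA1. CXCL10 (Entrez 3627, chromosome 4, 76021118 to 76023497) encodes a chemokine and rose from 0.293 ± 0.269 RPKM (SD, n = 3) to 17.0 ± 0.372 (SD, n = 2), a log2 fold change of 5.68 (standard error 0.49, limma adjusted p = 2.5e-05). Its DMSO libraries held about 2 to 11 reads, so the size of the rise is uncertain. The log2 fold change was 5.53 for the sodium channel gene SCNN1G (standard error 0.16, limma adjusted p = 9.5e-08) and 4.32 for the acetylcholine receptor gene CHRNA1 (standard error 0.25, limma adjusted p = 3.2e-06). The DMSO libraries held about 2 to 12 reads of CHRNA1, so the size of its rise is uncertain too. The largest falls were those of ASS1, CHAC1 and INHBE, which take part in amino acid metabolism or respond to its stress. ASS1 (Entrez 445, chromosome 9, 130444707 to 130501274) fell from 38.6 ± 1.94 RPKM (SD, n = 3) to 0.124 ± 0.0962 (SD, n = 2), with a log2 fold change of -7.50 (standard error 0.22, limma adjusted p = 1.3e-07) that rests on about 3 to 17 reads in the libraries with CB-6644. CHAC1 had a log2 fold change of -6.53 (standard error 0.11, limma adjusted p = 1.3e-08), and INHBE one of -6.26 (standard error 0.12, limma adjusted p = 1.8e-08).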

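RUVBL1 (Entrez 8607, chromosome 3, 128064785 to 128153914) was measured at 33.0 ± 0.694 RPKM (SD, n = 3) in MM.1S with DMSO and at 29.0 ± 0.227 (SD, n = 2) with CB-6644. Its RPKM changed by -12.2%, a log2 fold change of -0.19 (standard error 0.04, limma adjusted p = 0.0030). RUVBL2 (Entrez 10856, chromosome 19, 48993448 to 49015995) was measured at 40.0 ± 1.49 RPKM (SD, n = 3) with DMSO and at 34.6 ± 0.120 (SD, n = 2) with CB-6644, a change of -13.6% and a log2 fold change of -0.21 (standard error 0.04, limma adjusted p = 0.0028). For both genes each library with CB-6644 lay below each DMSO library, and neither change reached 1.5-fold. The alternative that moved these percentages most was to take them on the log2(RPKM + 1) values, as deposited, which gave -3.58% for RUVBL1 and -3.83% for RUVBL2.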

The treatment downregulated the mRNA expression of RUVBL1/2 by less than 5% (Figure S3A). 

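Hand-written gene lists stand in for the published gene sets and are not those sets. They were fixed before the deposited values were examined, though parts of the authors' results per gene had been read when the design was written. Of 51 expressed interferon-stimulated genes in MM.1S, 17 were upregulated and 4 downregulated, and the median log2 fold change was 0.36, against 0.03 for all expressed genes. By limma, 44 of the 51 genes had an adjusted p under 0.05 when adjusted over the list alone and 44 over all genes. The called members with the highest RPKM went in opposite directions. IFIH1 rose by a log2 fold change of 0.59 (standard error 0.04, limma adjusted p = 9.6e-06), which fell below the fold threshold under several alternatives, such as 0.56 with a pseudocount of 1. PLSCR1 had a log2 fold change of -0.73 (standard error 0.05, limma adjusted p = 9.7e-06). Among 11 expressed genes that respond to ERK signaling in the MAPK cascade, 3 were upregulated and 2 downregulated, with a median log2 fold change of -0.04. Adjusted over the list alone, 10 of them had an adjusted p under 0.05, and 10 over all genes. The median was 0.02 without DMSO replicate 1. DUSP5 (log2 fold change 1.11, standard error 0.04, limma adjusted p = 3.5e-07) and GADD45B (1.54, standard error 0.05, limma adjusted p = 1.6e-07) were the upregulated members with the highest RPKM. Of 66 E2F-target genes of DNA replication, 43 were downregulated and 0 upregulated, with a median log2 fold change of -0.79. By limma, 63 of them had an adjusted p under 0.05 when adjusted over the list alone and 63 over all genes, and 2 of the 66 lay above 0. RRM2 (Entrez 6241, chromosome 2, 10122568 to 10211010), a subunit of ribonucleotide reductase, fell from 314 ± 13.2 RPKM (SD, n = 3) to 56.1 ± 2.13 (SD, n = 2), a log2 fold change of -2.48 (standard error 0.05, limma adjusted p = 1.6e-08). STMN1 had a log2 fold change of -0.92 (standard error 0.03, limma adjusted p = 3.7e-07). Of 71 mitotic genes of the G2M phase, 47 were downregulated and 0 upregulated, with a median log2 fold change of -0.70. Adjusted over the list alone, 68 had an adjusted p under 0.05, and 68 over all genes. SMC4 changed by -0.60 on the log2 scale (standard error 0.06, limma adjusted p = 5.5e-05), and by -0.54 without DMSO replicate 1, short of the fold threshold. TOP2A changed by -0.92 (standard error 0.04, limma adjusted p = 1.3e-06).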

Upregulated genes were enriched in biological processes related to interferon-γ production and MAPK cascade, while downregulated genes were enriched in biological processes related to cell proliferation (Figure 3B). Gene set enrichment analysis against hallmark gene sets of MSigDB obtained consistent results (Figure 3C).

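Each list was also tested as a set against all other expressed genes with camera of limma, which assumes a correlation of 0.01 between genes, and adjusted over 14 lists. In MM.1S the adjusted p was 0.0074 for the interferon-stimulated genes, of which 36 of 51 rose. It was 3.6e-17 for the E2F-target genes, 5.7e-17 for the mitotic G2M genes and 0.98 for the ERK response genes. A correlation between genes estimated from the libraries moved the values of the E2F-target and mitotic G2M genes most, to 0.147 and 0.158. For the interferon-stimulated genes this gave 0.147 as well, and without the filter on expression, tried after the data had been seen, the adjusted p was 4.7e-05. The latter also moved the ERK response genes most, to 0.193 over 21 genes with a median log2 fold change of -0.35. Camera called 8 of the 14 lists in MM.1S. All 8 were called by fry, which tests for a shift of a list in one direction without comparing it to other genes. Fry also called most of the other lists, so this adds little to the calls by camera. With the estimated correlation camera called 0, with a smallest adjusted p of 0.147.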

We repeated the experiments for RPMI 8226. 

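RPMI-8226 cells received CB-6644 at 40 nM in 3 libraries and DMSO in 3, also for 72 h. The methods state that the dose was kept below the IC50 to increase the yield of live cells, so that dose and cell line cannot be separated in a comparison with MM.1S. The libraries were made and processed as those of MM.1S. The libraries with CB-6644 held an estimated 49400000, 23800000 and 25100000 reads, and those with DMSO 27600000, 33600000 and 37000000. The deepest library, replicate 1 with CB-6644, had reads on 13601 genes, against 15016 to 15492 in the other libraries of this cell line. Of 746 genes that the other libraries with CB-6644 place at 5 to 10 reads in it, 64.5% had none, against 6.68% and 10.5% when the same was computed for those other libraries. Its depth therefore overstates its precision for weakly expressed genes, for which a value of 0 in this library sets no limit at 3 reads. The differences between replicates exceeded counting noise, with variances 11.1 to 76.6 times as large in RPMI-8226, against 3.14 to 10.4 times in MM.1S. Filters, model and thresholds were those used for MM.1S. With 3 libraries against 3, the smallest p of an exact permutation test of a single gene is 0.1.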

Like MM.1S, CB-6644 treatment modestly downregulated the mRNA expression of RUVBL1/2 (Figure S3A). 

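In RPMI-8226, RUVBL1 was measured at 49.6 ± 3.40 RPKM (SD, n = 3) with DMSO and at 30.4 ± 2.20 (SD, n = 3) with CB-6644. This was a change of -38.7% and a log2 fold change of -0.70 (standard error 0.08, limma adjusted p = 5.3e-05), past the fold threshold. RUVBL2 was measured at 54.2 ± 2.09 RPKM (SD, n = 3) with DMSO and at 37.7 ± 1.06 (SD, n = 3) with CB-6644, a change of -30.4% and a log2 fold change of -0.52 (standard error 0.07, limma adjusted p = 9.9e-05). With median-ratio scaling of the libraries, RUVBL2 passed the fold threshold at -0.68. The groups did not overlap for either gene. With the 11 libraries in a single fit, RUVBL1 fell further in RPMI-8226 than in MM.1S by limma (difference in log2 fold change -0.52, standard error 0.10, adjusted p = 0.00074), as did RUVBL2 (-0.31, standard error 0.07, limma adjusted p = 0.0038).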

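Of 9216 genes expressed in RPMI-8226, limma called 2178 upregulated and 1337 downregulated by CB-6644 at 40 nM, so that 62.0% of the calls were rises. This split depends on the scaling of the libraries, since the median log2 fold change of all genes was 0.16 in the RPKM values. With median-ratio scaling that median was 0.00, and 1544 genes were upregulated and 1794 downregulated. With quantile normalization the median was 0.04, and the calls were 1583 and 1640. The groups did not overlap for 3496 of the 3515 called genes, nor for 76.5% of the expressed genes, where chance gives 10%. Fits without 1 library called between 3360 and 3653 genes. RARRES3, SCNN1G and IGLV5-45 had the largest rises among the called genes without overlap. RARRES3 (Entrez 5920, chromosome 11, 63536808 to 63546458), which responds to retinoic acid, rose from 3.07 ± 0.819 RPKM (SD, n = 3) to 109 ± 19.4 (SD, n = 3), a log2 fold change of 5.12 (standard error 0.18, limma adjusted p = 2.6e-07). SCNN1G, among the largest rises in MM.1S too, had a log2 fold change of 4.67 (standard error 0.30, limma adjusted p = 2.1e-06), with about 4 to 8 reads in the DMSO libraries. IGLV5-45, an immunoglobulin segment that shares reads with near-identical copies and is uncertain, had at most 2 reads in each DMSO library and was at least 14.6-fold higher with CB-6644. INHBE, PSAT1 and HSD11B2 had the largest falls. PSAT1 (Entrez 29968, chromosome 9, 78297125 to 78330093), an enzyme of serine synthesis, was at 77.4 ± 38.5 RPKM (SD, n = 3) with DMSO and at 4.13 ± 0.746 (SD, n = 3) with CB-6644, a log2 fold change of -4.07 (standard error 0.33, limma adjusted p = 6.0e-06). INHBE changed by -4.85 on the log2 scale (standard error 0.81, limma adjusted p = 5.3e-04), and by -4.13 to -5.86 in fits without 1 library. Its DMSO libraries ranged over about 166 to 1432 reads. In CB-6644 replicate 1 it was at 0, which sets no limit in that library, against 0.189 and 0.278 RPKM in replicates 2 and 3. The size of the fall of INHBE is therefore uncertain. HSD11B2 changed by -4.05 (standard error 0.46, limma adjusted p = 4.7e-05), and by -3.38 without CB-6644 replicate 1, so that its place among the largest falls rests on this replicate.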

Differential expressed (DE) gene analysis identified 2058 genes upregulated and 1289 downregulated by this inhibitor (Figure S3B; Table S2). 

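Among 8159 genes expressed in both MM.1S and RPMI-8226, 951 were called in both, of which 858 (90.2%) changed in the same direction. CB-6644 upregulated 441 genes and downregulated 417 in both cell lines. The alternative that moved these counts most was leaving out the fold threshold, with 4453 genes called in both and 3399 in the same direction. Across genes, which are not independent replicates, Spearman's correlation of the log2 fold changes was 0.471, and 67.1% of all genes had the same sign. The cell lines share no DMSO libraries. The difference in response was tested in a single limma fit of the 11 libraries. It had an adjusted p under 0.05 for 5891 of 10117 genes expressed in either cell line. Of these, 2100 responded more positively and 1293 more negatively in RPMI-8226 by over 1.5-fold, numbers that became 1713 and 1611 with median-ratio scaling. Among the 15 genes that the paper names for myeloma cells, the difference had an adjusted p under 0.05 for 13, the exceptions being E2F4 and MED1. For ATF4 this depended on the fit, with a limma adjusted p of 0.0860 with median-ratio scaling and 0.0803 with a block for the replicate number.

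**Figure D1:**
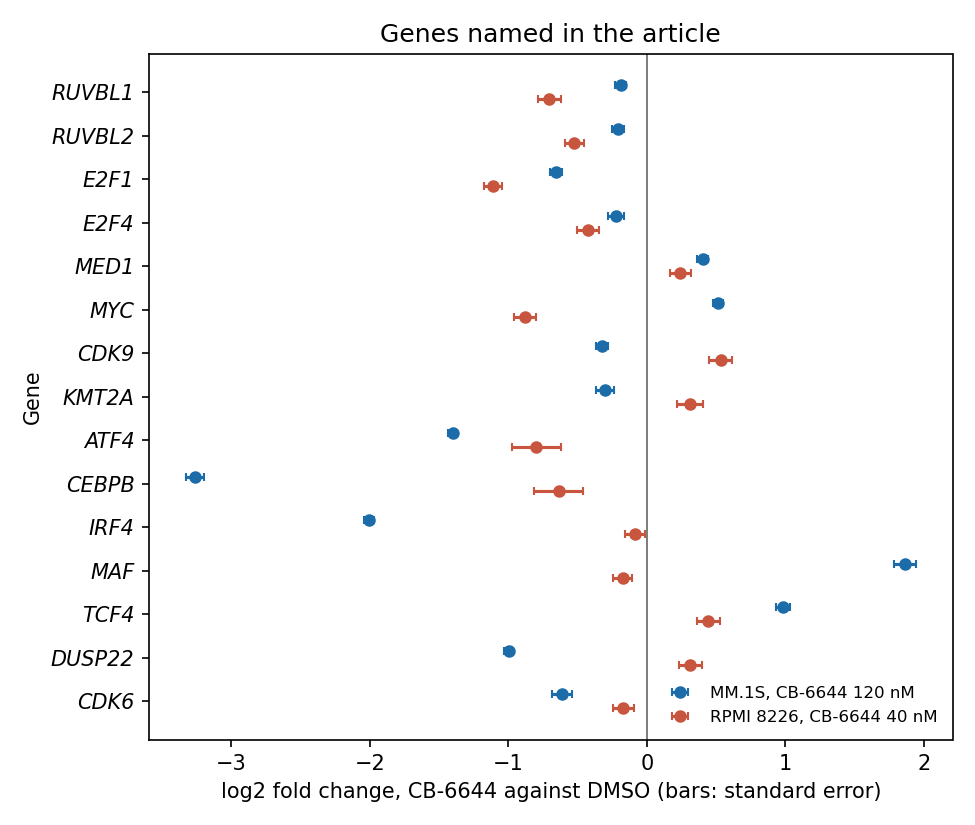
Log2 fold changes of the 15 genes named in the article, CB-6644 against DMSO, in MM.1S (120 nM, 2 libraries against 3) and RPMI-8226 (40 nM, 3 libraries against 3), with bars for the standard error by limma. MYC, CDK9, KMT2A, MAF and DUSP22 have opposite signs in the 2 cell lines.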

Expression changes in DE genes were generally consistent between MM.1S and RPMI 8226 (Figure S3C). 

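In RPMI-8226, 36 of 53 expressed interferon-stimulated genes were upregulated and 1 was downregulated, with a median log2 fold change of 0.99. By limma, 48 had an adjusted p under 0.05 when adjusted over the list alone and 48 over all genes, and 49 rose (camera, adjusted p = 2.9e-06). BST2 (Entrez 684, chromosome 19, 17402939 to 17405630) rose from 394 ± 45.4 RPKM (SD, n = 3) to 1017 ± 144 (SD, n = 3), a log2 fold change of 1.36 (standard error 0.12, limma adjusted p = 1.2e-05). IFI6 had a log2 fold change of 2.75 (standard error 0.21, limma adjusted p = 4.1e-06). Of 17 genes of MHC class I presentation, 11 were upregulated and 0 downregulated, with a median of 0.76 (camera, adjusted p = 9.2e-04), and 13 had an adjusted p under 0.05 when adjusted over the list alone, as over all genes. B2M changed by 1.12 (standard error 0.11, limma adjusted p = 2.3e-05) and HLA-B by 1.38 (standard error 0.12, limma adjusted p = 1.1e-05). HLA-B belongs to a family of similar genes that can share reads and is uncertain. Of 67 E2F-target genes, 60 were downregulated and 0 upregulated, with a median log2 fold change of -1.11 (camera, adjusted p = 2.5e-25). The limma p, adjusted over the list alone, was under 0.05 for 66, and for 66 over all genes. PCNA changed by -1.27 (standard error 0.08, limma adjusted p = 1.6e-06) and TK1 by -1.07 (standard error 0.08, limma adjusted p = 3.5e-06). Of 69 mitotic G2M genes, 57 were downregulated and 0 upregulated, with a median of -0.92 (camera, adjusted p = 3.1e-20), and 69 passed when adjusted over the list alone or over all genes. CKS2 changed by -0.95 (standard error 0.12, limma adjusted p = 7.2e-05) and TOP2A by -1.21 (standard error 0.09, limma adjusted p = 4.4e-06). Of the 14 lists, camera called 9 in RPMI-8226, of which 9 held under fry and 0 with the estimated correlation (smallest adjusted p 0.257). Fry also called lists that camera did not, such as the genes of RUVBL1/2-containing complexes (adjusted p = 0.0039 by fry and 0.996 by camera). Holding under fry therefore adds little. The other ways of splitting these 6 libraries into 3 against 3 gave between 6 and 10 called lists, and called 0 genes. With 10 splits in all, no share under 0.1 is possible for either number, and the other splits keep a part of the treatment effect.

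**Figure D2:**
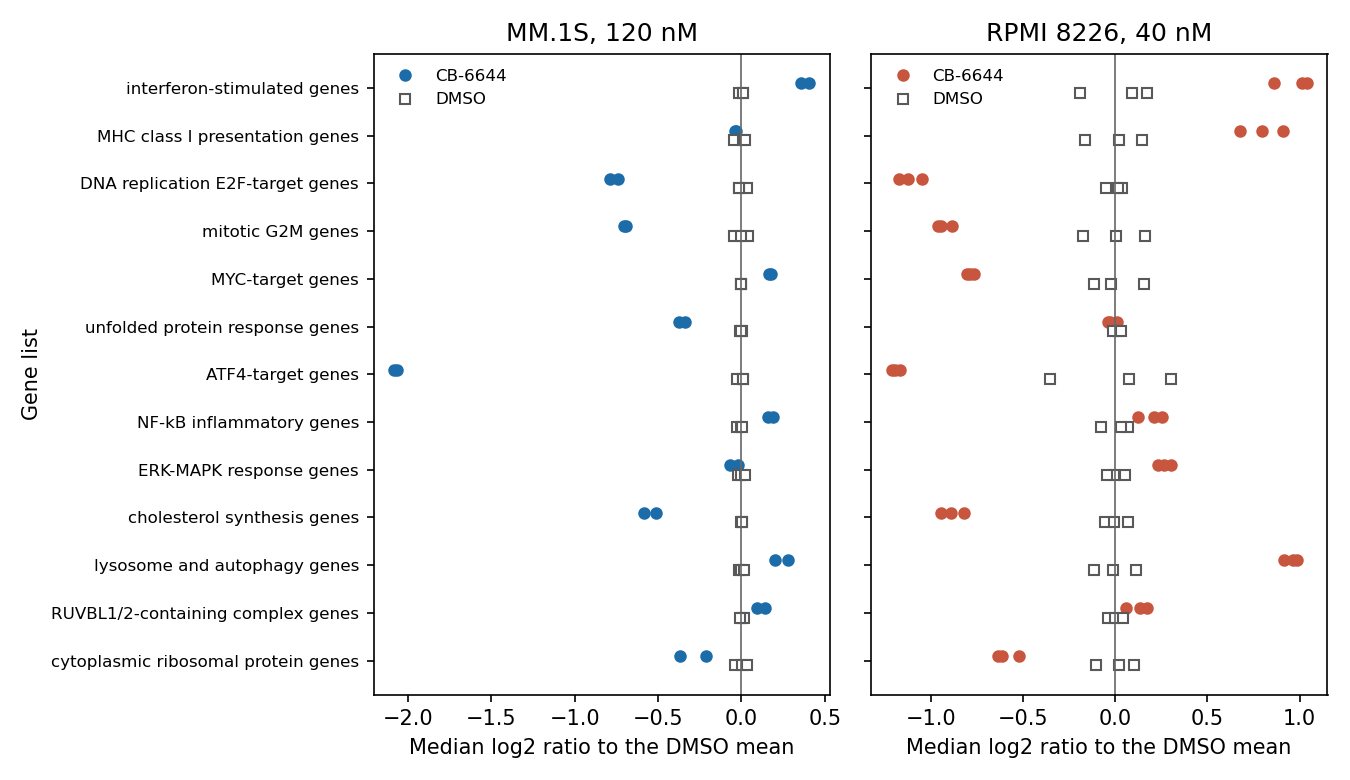
Median log2 ratio to the mean of the DMSO libraries for the gene lists named in the text, with a point per library, in MM.1S (120 nM) and RPMI-8226 (40 nM). For the E2F-target and mitotic G2M genes every library with CB-6644 lies below every DMSO library in both cell lines.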

As expected, gene ontology enrichment analysis on biological processes revealed upregulation in interferon response and downregulation in cell proliferation (Figure S3D), further confirmed by Gene Set Enrichment Analysis (GSEA) on hallmark gene sets from MSigDB (Figure S3E).

Transcriptome signatures of RUVBL1/2 inhibition have recently been explored in other cell systems. Assimon et al. [23] examined the cellular consequence of RUVBL1/2 inhibition in melanoma cells when they first introduced CB-6644. Yenerall et al. [37] discovered a structurally similar molecule for RUVBL1/2 inhibition (known as compound B) and assessed its transcriptomic effects in two non-small cell lung cancer cells (NSCLCs). Zhang et al. [38] investigated the impact of CB-6644 inhibition on inflammatory response in a macrophage-like cell line. We downloaded their expression data if publicly available [37,38] and conducted a comparative analysis on their transcriptome signatures with this study. The analysis revealed that gene sets related to cell proliferation such as E2F targets and G2M checkpoint were commonly downregulated across all datasets (Figure 3D). In contrast, upregulation of interferon-responsive genes was MM.1S- and RPMI 8226-specific, with a downregulation and no substantial change observed in macrophage (RAW 264.7) and NSCLC (H2009 and H596), respectively (Figure 3D).

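For MM.1S and RPMI-8226, the cell lines of this study, the fall of these lists was compared directly. The median difference in log2 fold change, RPMI-8226 minus MM.1S, was -0.41 over 67 E2F-target genes (camera, adjusted p = 3.8e-08) and -0.27 over 71 mitotic G2M genes (camera, adjusted p = 7.0e-04), against a median of 0.11 over all genes. The difference was significant and over 1.5-fold for 24 of the E2F-target genes, of which 0 fell more in MM.1S. Among the G2M genes 17 fell more in RPMI-8226 and 3 more in MM.1S. Differences of lists between the cell lines, here and below, were tested by camera with its preset correlation only. The estimated correlation, which removed every list call within the cell lines, was not applied to them. The data of the other cell lines were not used here. The paper concludes in its discussion that inhibition of RUVBL1/2 suppresses cell proliferation in different cell systems. It draws on the fall in every dataset and on earlier reports of reduced DNA replication and of cell cycle arrest.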

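Between the myeloma cell lines, the rise of the interferon-stimulated genes was larger in RPMI-8226, by a median of 0.48 on the log2 scale over 59 genes expressed in either (camera, adjusted p = 0.040). In both cell lines the list median of every library with CB-6644 lay above that of every DMSO library. MX1, chosen after its values were seen, had a log2 fold change of 1.57 in MM.1S (standard error 0.11, limma adjusted p = 7.1e-06) and of 2.15 in RPMI-8226 (standard error 0.38, limma adjusted p = 7.8e-04). OAS1, chosen in the same way, changed in opposite directions, by -0.82 in MM.1S (standard error 0.06, limma adjusted p = 7.1e-06) and by 1.39 in RPMI-8226 (standard error 0.25, limma adjusted p = 7.2e-04). The genes of MHC class I presentation differed by a median of 0.71 (camera, adjusted p = 2.0e-04), and in MM.1S their median was -0.04, with 0 of 16 genes called in either direction and 13 of 16 with an adjusted p under 0.05, adjusted over the list alone as over all genes (camera, adjusted p = 0.98).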

To understand the regulatory mechanisms underlying the transcriptional response to CB-6644, we applied LISA, which uses TF target genes defined from public ChIP-seq and chromatin accessibility data to predict transcriptional regulators [39]. 

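CB-6644 downregulated 417 genes in both MM.1S and RPMI-8226, against 130.0 expected if the calls were independent. E2F4 (Entrez 1874, chromosome 16, 67192155 to 67198918) itself was measured in MM.1S at 25.5 ± 1.63 RPKM (SD, n = 3) with DMSO and at 21.8 ± 0.121 (SD, n = 2) with CB-6644, a log2 fold change of -0.22 (standard error 0.06, limma adjusted p = 0.0081). In RPMI-8226 it was at 51.2 ± 2.53 RPKM (SD, n = 3) with DMSO and at 38.3 ± 2.89 (SD, n = 3) with CB-6644, a log2 fold change of -0.42 (standard error 0.08, limma adjusted p = 0.0011). Neither fall reached 1.5-fold, and the cell lines did not differ beyond the replicate error (limma adjusted p = 0.12). The inference of regulators from public binding data was not analysed here.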

For genes commonly downregulated by CB-6644 in MM.1S and RPMI 8226, E2F1 and E2F4 emerged as the top transcription factor (Figure 3E). 

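Messenger RNA of the regulators MED1, MYC, CDK9 and KMT2A was measured in the same libraries. MED1 rose in both cell lines without reaching 1.5-fold, by a log2 fold change of 0.40 in MM.1S (standard error 0.04, limma adjusted p = 4.7e-05) and of 0.24 in RPMI-8226 (standard error 0.08, limma adjusted p = 0.016). Small rises in RPMI-8226, such as this, depend on the scaling of the libraries. The median of all genes there was 0.16, and 0.00 with median-ratio scaling. MYC (Entrez 4609, chromosome 8, 127735434 to 127742951) rose in MM.1S from 231 ± 2.45 RPKM (SD, n = 3) to 329.9 ± 6.49 (SD, n = 2), a log2 fold change of 0.52 (standard error 0.03, limma adjusted p = 6.1e-06) that passed the fold threshold at 0.71 with quantile normalization. In RPMI-8226 MYC fell from 399 ± 15.2 RPKM (SD, n = 3) to 217 ± 12.1 (SD, n = 3), a log2 fold change of -0.88 (standard error 0.08, limma adjusted p = 1.1e-05). The difference between the cell lines was -1.40 (standard error 0.08, limma adjusted p = 3.5e-07). CDK9 changed by -0.32 in MM.1S (standard error 0.04, limma adjusted p = 2.3e-04) and by 0.53 in RPMI-8226 (standard error 0.08, limma adjusted p = 3.0e-04), with a difference of 0.86 (standard error 0.10, limma adjusted p = 2.2e-05). KMT2A changed by -0.30 in MM.1S (standard error 0.07, limma adjusted p = 0.0038) and by 0.31 in RPMI-8226 (standard error 0.10, limma adjusted p = 0.015), with a difference of 0.61 (standard error 0.12, limma adjusted p = 9.8e-04).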

Transcription regulators predicted for genes commonly upregulated included MED1, MYC, CDK9, and a H3K4me3 methyltransferase KMT2A (Figure 3E).

### 2.4. Regulome Signatures of CB-6644 Inhibition of RUVBL1/2 in MM Cells

Since RUVBL1/2 are subunits of several chromatin remolding complexes [4], chromatin reorganization could be one source of regulatory mechanisms underlying the dramatic transcription response to CB-6644. To this end, we profiled chromatin accessibility for MM.1S cells treated with CB-6644 by using Omni-ATAC [40]. The analysis identified ~80,000 reproducible open chromatin regions. Differential accessible region (DAR) analysis revealed that chromatin became generally more compact after the treatment: 4486 regions decreased vs. 1995 regions increased in chromatin accessibility (Figure 4A). Changes in accessibility occurred preferentially beyond promoter regions (Figure 4B). This was exemplified by a 125k-bp genomic region enclosing *DUSP22* and *IRF4* (Figure 4C). We annotated potential target genes for DARs using GREAT [41] and observed concordant changes in chromatin accessibility and mRNA expression at their target genes: An increase in chromatin accessibility predicted expression upregulation, while a decrease predicted expression downregulation (Figure S4A). Genes downregulated and targeted by decreased DARs signified biological processes linked to the regulation of transporter activity, regulation of replication, and response to extracellular stimulus (Figure S4B).

To identify transcriptional regulators involved in the chromatin reorganization in response to CB-6644, we applied footprinting analysis to the Omni-ATAC data for TF binding dynamics [42]. The analysis identified a decrease in TF binding level for the ATF4/CEBP heterodimer and IRF4 (Figure 4D). Moreover, the decrease in binding level was accompanied by a chromatin compaction at their binding sites (Figure 4E), indicating a positive role of ATF4/CEBP and IRF4 in promoting chromatin accessibility. For TFs that increased in genomic binding level, footprint analysis identified MAF and TCF4 (Figure 4D). However, the increase in TF binding level for MAF and TCF4 was not accompanied by an increase in chromatin accessibility (Figure S4C). Lastly, we employed TF binding site enrichment analysis using public ChIP-seq data collected from ChIP-Atlas [43] to identify TFs enriched in the DARs. Consistent with the footprinting analysis, DARs decreased in accessibility were enriched in TF binding of ATF4, CEBPβ, and IRF4, while DARs increased in accessibility were enriched in TCF4 binding sites (Figure S4D).

### 2.5. Molecular Signatures of Genes Exhibiting Reduced Accessibility at Multiple Regulatory Sites

The prediction of gene targets for DARs through GREAT analysis [41] identified a handful of expressed genes that increased (*n* = 33) or decreased (*n* = 144) chromatin accessibility at multiple regulatory regions in response to the CB-6644 treatment (see *CDK6* as an example; Figure 5A); Tables S3 and S4 contain full lists of the genes and their associated peak regions. 

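The MM.1S log2 fold changes of the genes of Tables S3 and S4 were set against those of 8884 other expressed genes, whose median was 0.03. The 33 genes of Table S3, at which accessibility increased, had a median log2 fold change of 0.31 (n = 33 genes; two-sample Kolmogorov-Smirnov test, two-sided, p = 0.0092), and 25 of them lay above 0. Of these genes 9 were called upregulated and 3 downregulated. The 144 genes of Table S4, at which it decreased, had a median of -0.16 (n = 144 genes; p = 5.4e-05 by the same test), with 51 above 0, 9 called upregulated and 32 downregulated. Leaving out the filter on expression, tried after the data had been seen, moved the p for Table S4 most, to 1.3e-06 (n = 144 genes). Of the alternatives chosen before, camera moved it most, to p = 0.0019 (n = 144 genes), and gave p = 0.0064 for Table S3 (n = 33 genes). Without 1 DMSO library the Kolmogorov-Smirnov p for Table S4 lay between 2.0e-06 and 7.4e-05 (n = 144 genes). With the fold changes of RPMI-8226 the same test gave p = 0.651 for Table S3 (n = 27 genes, median -0.0062) and p = 0.626 for Table S4 (n = 118 genes, median 0.15), against a median of 0.16 for the other genes. Both tables were chosen by the study on accessibility in the same cells, and both come from its own assignment of regions to genes. CDK6 (Entrez 1021, chromosome 7, 92604921 to 92836573) was measured at 29.9 ± 1.80 RPKM (SD, n = 3) with DMSO and at 19.5 ± 1.87 (SD, n = 2) with CB-6644, a log2 fold change of -0.61 (standard error 0.07, limma adjusted p = 1.3e-04). Without DMSO replicate 1 it was -0.57, short of the fold threshold. With each library left out in turn it lay between -0.71 and -0.51.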

As expected, accessibility decreasing at multiple regions predicted expression downregulation of the associated genes, while accessibility increasing predicted expression upregulation (Figure 5B). Downstream functional inference revealed that the 33 genes were enriched in the p53 signaling pathway, while the 144 genes were enriched in O-glycan biosynthesis, MAPK signaling pathway, and protein processing in the endoplasmic reticulum (Figure 5C).

### 2.6. Chemical Compounds Synergistic with CB-6644 Inferred by Transcriptome Analysis

Transcriptome signatures represent an overall summary of a chemical compound’s effect on the cellular state of a cell population [44]. A comparison of the signatures among chemical compounds in the same cells helps to identify potential synergistic drugs. A negative correlation predicts a compound to revert the transcriptome to a state that is sensitive to the other compound [44]. To this end, we collected RNA-Seq data deposited in GEO for a variety of compound treatments in MM cells and compared their expression changes to those induced by CB-6644 (Figure 6A). 

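The signature shared by both cell lines was the set of genes called in the same direction in MM.1S and RPMI-8226. A further 93 genes were called in both cell lines in opposite directions. All 93 had a difference between the cell lines with an adjusted p under 0.05, which their selection by opposite calls already makes likely. Each count moved little when 1 library was left out, from 432 to 454 genes for the shared rises and from 408 to 420 for the shared falls, in 9 fits. With median-ratio scaling, 345 genes were upregulated and 523 downregulated in both. The data on other compounds were not used here.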

We focused on genes upregulated or downregulated by CB-6644 (shared by MM.1S and RPMI 8226) and examined expression changes induced by other compounds. GSEA analysis identified the p97 inhibitor CB-5083 [29] as a potential drug to be synergistic with CB-6644: Expression changes induced by CB-6644 and CB-5083 were generally opposite (Figure 6B and black box in Figure 6A). Leading genes from the GSEA analysis for those downregulated by CB-6644 but upregulated by CB-5083 were enriched in the biological process related to the biosynthesis of amino acids, while those upregulated by CB-6644 but downregulated by CB-5083 were related to inflammatory response (Figure S5A).

We experimentally tested the potential drug synergy between CB-6644 and CB-5083. Briefly, we treated MM.1S cells with 120 nM CB-6644 in combination with various concentrations of CB-5083 and after 72 h measured % of PI and annexin V double-positive cells, which indicate dead cells. The results revealed that CB-6644 and CB-5083 were generally antagonistic rather than being synergistic (Figure 6C–E). Similar antagonistic effects between the two compounds were observed for RPMI-8226 (Figure S5B–D).

## 3. Discussion

RUVBL1/2 are essential proteins implicated in many biological processes, such as transcriptional regulation [45], chromatin remodeling [3], energy and glucose/lipid metabolism [46,47], Pol II clustering in nucleus [48], DNA replication [37], and DNA repair [49]. Pathogenetic roles of RUVBL1/2 in diseases may include inflammatory response [38], cancer invasion/metastasis [9,19,50,51], drug resistance [16], and radio resistance [37]. Despite the significance in oncogenesis [52], to our knowledge, the function of RUVBL1/2 in MM remains unexplored. Our analysis of public expression data from MM patients revealed a positive correlation of RUVBL1/2 expression with MM disease progression. We identified both genes as unfavorable prognosis markers for both ND and relapsed MM patients. Therefore, the RUVBL1/2 complex is a worthy target for the development of novel therapeutic strategies of MM treatment.

CB-6644 is a selective inhibitor of the RUVBL1/2 complex with anticancer activity [23]. This compound reduces ATPase activity of RUVBL1/2 complex by 50% but exerts over 95% of cell killing. The promise of CB-6644 as a therapeutic agent stems from its antitumor activity without obvious toxicity, as demonstrated in xenograft models of Burkitt’s lymphoma [23], Ewing sarcoma [53], multiple myeloma [23], and prostate cancers [16], as well as orthotopic transplant models of pancreatic ductal adenocarcinoma [54]. Intriguingly, untransformed, normal human fibroblasts are less sensitive to CB-6644 than cell lines representative of colon, lung, and pancreatic cancers [55]. We made a similar observation for HS-5, a cell line representing normal bone marrow stromal cells, when compared to MM cell lines. Nevertheless, the modest effect of CB-6644 on normal cells suggests the need for future work to broaden its therapeutic window, achieving the desired effects without unacceptable toxicities while customizing to specific cancers [37].

The high efficacy of CB-6644 in antitumor activity in the MM xenograft mouse model [23] makes it an attractive chemical probe to understand RUVBL biology in this plasma cell cancer. As a first step to this end, we defined molecular signatures of MM cells in response to CB-6644 treatment using genome-wide profiling techniques such as RNA-Seq for transcriptome and Omni-ATAC for regulome.

Transcriptional response to RUVBL1/2 inhibition has been a topic of recent studies in other cell systems, such as NSCLCs and macrophages [37,38]. Our comparative analysis to the signatures defined for MM cells identified common molecular pathways downregulated by CB-6644: E2F targets, G2M checkpoints, and Myc targets, all of which regulate cell proliferation. Indeed, chemical inhibition of ATPase activities of the RUVBL1/2 complex suppresses DNA replication [37] and induces cell cycle arrest [23]. 

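Of 54 expressed MYC-target genes in RPMI-8226, 37 were downregulated and 0 upregulated, with a median log2 fold change of -0.82 (camera, adjusted p = 7.5e-18). By limma 50 had an adjusted p under 0.05 when adjusted over the list alone, and 50 over all genes. Nucleolin (NCL) changed by -0.87 (standard error 0.11, limma adjusted p = 9.3e-05) and the chaperonin gene HSPD1 by -1.44 (standard error 0.11, limma adjusted p = 3.9e-06). In MM.1S, 3 of 54 MYC-target genes were upregulated and 3 downregulated, with a median of 0.17 and 37 genes above 0 (camera, adjusted p = 0.068). With quantile normalization the adjusted p for MM.1S was 0.0060 in the direction of a rise. Adjusted over the list alone, 47 of the MM.1S values passed, and 45 over all genes. HSPD1 changed by -0.82 in MM.1S (standard error 0.03, limma adjusted p = 5.4e-07) and CDK4 by -0.60 (standard error 0.04, limma adjusted p = 5.0e-06), or by -0.47 with quantile normalization, short of the fold threshold. The difference between the cell lines, a median of -0.94 over 55 genes, was that of all 14 lists with the smallest adjusted p (camera at the preset correlation, 8.8e-23).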

The most upregulated pathways in MM cells were related to inflammatory response and interferon response, whereas in macrophages, CB-6644 suppressed inflammatory response [38]. 

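Inflammatory genes that respond to NF-kB were tested beside the interferon-stimulated genes. In MM.1S, 3 of 19 were upregulated and 4 downregulated, with a median log2 fold change of 0.19 (camera, adjusted p = 0.457), and 16 passed an adjusted p of 0.05 when adjusted over the list alone, as over all genes. In RPMI-8226, 5 of 21 were upregulated and 2 downregulated, with a median of 0.19 (camera, adjusted p = 0.768), and 15 passed when adjusted over the list alone, as over all genes. Under fry, which tests the shift of each list by itself, the adjusted p was 0.0014 in MM.1S and 0.013 in RPMI-8226. In RPMI-8226 the median of all genes was 0.16, and that of this list was 0.04 with median-ratio scaling. Fry therefore cannot tell a rise of the list there from a shift of all genes. The median difference between the cell lines was 0.16 (camera, adjusted p = 0.723). The called members with the highest RPKM in MM.1S were CCL3 (log2 fold change -2.65, standard error 0.06, limma adjusted p = 3.6e-08), whose close copies can share its reads, and PLEK (-1.25, standard error 0.04, limma adjusted p = 2.1e-07). In RPMI-8226 they were KLF6 (1.51, standard error 0.06, limma adjusted p = 3.7e-07) and NFKBIA (0.80, standard error 0.12, limma adjusted p = 2.6e-04).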

Upregulation of the stress-responsive TP53 pathway as reported in melanoma A375 cells [23] also occurred in NSCLC cells [37] and MM cells but not in macrophage [38]. Therefore, while CB-6644 inhibition of RUVBL1/2 universally suppresses cell proliferation across different cell systems, transcription pathways activated by this inhibitor are cell-type specific.

Transcriptional regulator inference analysis for genes downregulated by CB-6644 in MM cells identified E2F1 as one of the top candidates. In MM cells, E2F1 predominately occupies the promoter of active genes involved in cell proliferation [56]. This transcription factor physically interacts with the RUVBL1/2 complex, as supported by co-immunoprecipitation experiments [7,14]. As for transcriptional regulation, E2F1 recruits RUVBL1/2 to chromatin as co-activators to amplify expression of E2F1 targets in a manner depending on the ATPase activity of RUVBL1/2 [7,14,57]. Knockdown of E2F1 in MM cells induces cell cycle arrest and subsequent apoptosis [56]. From our work, CB-6644 treatment downregulated the mRNA expression level of E2F1 in MM cells. Therefore, the CB-6644-induced downregulation of E2F1 targets in MM cells may stem from a combinatory effect of a sub-optimal recruitment of RUVBL1/2 by reducing E2F1 expression and a compromised transcription amplification by reducing the ATPase activity of RUVBL1/2.

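E2F1 (Entrez 1869, chromosome 20, 33675477 to 33686385) fell in MM.1S from 29.8 ± 0.950 RPKM (SD, n = 3) to 18.9 ± 0.0325 (SD, n = 2). The log2 fold change was -0.66 (standard error 0.04, limma adjusted p = 6.1e-06), between -0.68 and -0.64 when 1 library was left out. In RPMI-8226 it fell from 22.6 ± 0.515 RPKM (SD, n = 3) to 10.4 ± 0.290 (SD, n = 3), a log2 fold change of -1.11 (standard error 0.06, limma adjusted p = 1.3e-06), between -1.13 and -1.09 with 1 library left out. At least 666 reads per library lay behind these values. The fall was larger in RPMI-8226 by -0.46 (standard error 0.07, limma adjusted p = 3.1e-04). From this fall and the role of RUVBL1/2 as co-activators, the paper proposes that E2F1 targets are downregulated through reduced E2F1 expression together with reduced ATPase activity of RUVBL1/2.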

RUVBL1/2 are essential components of several chromatin remodeling complexes, such as the INO80 complex for nucleosome sliding and H2A/H2B histone exchange, the TIP60 complex for histone acetylation, and the Swr1/SRCAP complex for histone variant exchanges [3]. Dysregulation of RUVBL1/2 expression and their ATPase activity may regulate transcription response through modulating chromatin. Knockdown of RUVBL2 mRNA expression level reduces chromatin accessibility at promoters of E2F1 target genes and limits transcription amplification [7]. Inhibition of ATPase activity of RUVBL1/2 in macrophages reduces H3K4 trimethylation at promoters of pro-inflammatory genes and compromises their transcription activation during inflammatory response [38]. In MM cells, CB-6644 inhibition of ATPase activity of RUVBL1/2 induced a global chromatin compaction at distal regulatory regions, with concordant changes in the expression of their target genes.

Mechanisms on how RUVBL1/2 promote chromatin accessibility at distal regulatory regions could be through TFs. Prominent candidates identified from our analysis included ATF4::C/EBP and IRF4, of which their predicted binding sites were enriched at regulatory regions that exhibited a decrease in chromatin accessibility induced by CB-6644. The RUVBL1/2 complex interacts with C/EBPα and C/EBPβ through tandem affinity purification and mass spectrometry analysis [58]. Both ATF4::CEBP and IRF4 are implicated as pioneer transcription factors promoting chromatin accessibility at their target sites [59,60,61,62,63,64]. Other mechanisms may include the facilitation of histone acetylation by the TIP60 complex and the exchange of histone variant H2A.Z by the SRCAP complex, both markers known to associate with active chromatin configurations at enhancers for transcription activation [65,66,67].

As an effort to identify potential synergistic compounds of CB-6644, we computationally screened multiple chemical compounds tested in MM cells through comparative analysis of transcriptional responses. The analysis identified CB-5083, which induces an expression change in a manner opposite to CB-6644. However, experimental validation identified the two compounds as being antagonistic rather than synergistic. Interestingly, both compounds interfere with separate but essential processes that maintain cellular homeostasis [29]. It is possible that disrupting one pathway with CB-5083 (protein degradation) could activate compensatory responses that reduce the impact of inhibiting the other pathway with CB-6644 (chromatin remodeling).

Lastly, it is important to acknowledge the potential limitations related to the choice of cell lines in our study. While MM.1S and RPMI 8226 are among the most cited cell lines in MM research, they do not represent the most observed genomic translocation events in patients, such as those involving IgH and CCND or WHSC1 [68,69,70]. However, MM.1S is considered one of the most patient-relevant cell lines in terms of transcriptomic similarity [71]. Additionally, the reliability of our findings is reinforced by the consistent transcriptome signature observed in both MM.1S and RPMI 8226, which is distinctive from other non-MM cell lines [37,38]. 

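Of 3658 genes called in either cell line and expressed in both, 76.7% changed in the same direction in MM.1S and RPMI-8226. Across the alternatives that were tried for the whole comparison, the share of the same direction among genes called in both lay between 76.3% (no fold threshold) and 94.0% (the test of the 1.5-fold threshold itself). Spearman's correlation across genes lay between 0.451 and 0.483 when 1 library was left out, and was 0.379 without the filter on expression. The cell lines of other tissues were not used here.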

Future studies could further substantiate these findings by including additional MM cell lines, such as ANBL-6, which is highly rated for mimicking patient expression profiles [71].

## 4. Materials and Methods

### 4.1. Cell Lines

MM cell lines MM.1S (ATCC, CRL-2974) and RPMI 8226 (ATCC, CCL-155), and the BM stromal cell line HS-5 (ATCC, CRL-11882), were obtained from the American Type Culture Collection (Manassas, VA, USA). These cell lines are tested for mycoplasma every six months. The cells were maintained in RPMI-1640 (ATCC, 30-2001), supplemented with 10% Fetal Bovine Serum (FBS) (Gibco, Waltham, MA, USA, 10082-147) and 1% penicillin/streptomycin (Gibco, Waltham, MA, USA, 15140122). For growth, the cells were kept in a Heracell™ VIOS 160i CO_2_ Incubator with 5% CO_2_ at 37 °C.

### 4.2. IC50 Assays and Apoptosis Assays

MM.1S and RPMI 8226 suspension cells were plated at a density of 10,000 cells per well in 96-well plates. Cells were treated with CB-6644 (MedChemExpress, Monmouth Junction, NJ, USA, HY-114429) at concentrations ranging from 1 nM to 5 µM to assess its impact on cell viability over a 72 h treatment period, all in triplicate. Following this, cell viability was evaluated using the CellTiter-Glo^®^ Luminescent Cell Viability Assay (Promega Corporate, Madison, WI, USA, G7571), following the manufacturer’s instructions. Luminescence, which reflects ATP content and thus the number of viable cells, was measured using a BioTek Synergy HTX multi-mode reader (Agilent, Santa Clara, CA, USA). Luminescent data were normalized to control wells, and IC50 values for CB-6644 were calculated using non-linear regression analysis by plotting the range of concentrations against the response.

To measure apoptosis, 2 × 10^5^ MM.1S or RPMI 8226 cells were plated onto 6-well plates and treated with 120 nM or 60 nm CB-6644 for 72 h (IC50), respectively, all in triplicate. Following this, the cells were harvested and stained for flow cytometry using the Annexin V Apoptosis Detection Kit with PI (Biolegend, San Diego, CA, USA, 640914, 640932) following the manufacturer’s protocol. Samples were run on LSR Fortessa and analyzed using FACSDiva™ Software v8.0 (BD biosciences, Franklin Lakes, NJ, USA).

### 4.3. Synergy Assay

MM.1S and RPMI 8226 cell lines were plated at a density of 10,000 cells per well in complete RPMI 1640 media. MM.1S cells were treated with 120 nM CB-6644 (IC50) and incubated for 72 h. As RPMI 8226 is more sensitive to CB-5083 [29], the cells were treated with 30 nM CB-6644 (half of IC50) and incubated for a short period of 48 h. This design was to leave enough space to observe its potential synergy with CB-5083 (MedChemexpress, HY-12861) in cell killing (measured by % dead cells) as CB-5083′s concentration varied. Following incubation, the cells were stained using the BioLegend Apoptosis Detection Kit (Biolegend, 640932) and analyzed on a Cytek Aurora using SpectroFlo software v3.03 (Cytek Biosciences, Fremont, CA, USA).

### 4.4. FACS Isolation of Live Cells Following CB-6644 Treatment for Omni-ATAC and RNA-Seq

Omni-ATAC assay for chromatin accessibility requires live cells [40], which were isolated through FACS as follows: MM.1S and RPMI 8226 cells were plated at a density of 500,000 cells per well in 6-well plates, each containing 2 mL of complete RPMI-1640 media. MM.1S cells were incubated with 120 nM CB-6644 (IC50), while RPMI 8226 cells were incubated with a reduced concentration at 40 nM instead of the IC50 (60 nm), to increase the yield of live cells from FACS isolation. Both cell lines were treated for 72 h. Following incubation, the cells were stained with live/dead stain (Invitrogen, Waltham, MA, USA, L10119A). The cells were excited using a 628 nm red laser and detected using a detector with a 780/60 bandpass filter. The stained cells were then sorted for live cells (L10119A negative) using the FACAria III flow cytometer (BD Bioscience, 648282) and analyzed by the FACS Diva software 9.0 (BD Bioscience). The isolated cells were separated into half for Omni-ATAC and another half for RNA-Seq.

### 4.5. RNA-Seq and Omni-ATAC 

Total RNA for each sample was extracted using the Qiagen RNeasy Plus Mini Kit (Qiagen, Hilden, Germany, 74134). RNA-Seq libraries were prepared by Admera Health (South Plainfield, NJ, USA) using NEBNext ultra II RNA (Directional) with polyA selection. Omni-ATAC libraries [40] for chromatin accessibility were prepared using a Tagment DNA Enzyme and Buffer Large Kit (Illumina, San Diego, CA, USA, 20034198) and following procedures described previously [61]. Specifically, 50,000 live cells from flow sorting per replicate were collected and cells were lysed using ATAC-Resuspension Buffer (RSB) (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_) containing 0.1% NP40 (Thermo Scientific, Waltham, MA, USA, 85124), 0.1% Tween-20 (Fisher Scientific, Waltham, MA, USA, BP337-500), and 0.01% Digitonin (Promega, Madison, WI, USA, G9441). The lysis was removed through several washes with ATAC-RSB containing 0.1% Tween-20 but not NP40 or digitonin. The nuclei were then pelleted by centrifugation at 500 RCF for 10 min at 4 °C. The nucleus pellet was then incubated in a 50 µL transposase mix (25 µL of 2× TD buffer, 2.5 µL of transposase, 16.5 µL of PBS, 0.5 µL of digitonin, 0.5 µL Tween 20, and 5 µL of nuclease free water) in a thermomixer at 37 °C, 1000 rpm for 30 min. Following this, the DNA was purified with a DNA Clean and Concentrator-5 Kit (Zymo, Irvine, CA, USA, D4014). The purified DNA sample was amplified by 12 cycles of PCR using primers and temperatures outlined in Buenrostro et al. [72] using NEB Next Master mix (New England Biolabs, Ipswich, MA, USA, M0541S). The DNA was then yet again purified using the Zymo DNA clean and concentrator. Following this, the ATAC libraries were run on a 2% agarose gel. The nucleosome pattern and size were observed, and the gel was cut ~200–600 bp and the DNA was purified from the gel using the Qiagen gel MinElute Gel Extraction Kit (Qiagen, Hilden, Germany, 28606). RNA-Seq and Omni-ATAC libraries were sequenced by Admera Health (South Plainfield, NJ, USA) using Illumina Nova-Seq 6000 and HiSeq 2500 (2 × 150 pair-end), respectively.

### 4.6. Data Analysis

RNA-Seq data analysis followed our previous works [61,73,74]: RNA-Seq read alignment to the human genome (hg38) by subread v2.0.1 [75], summarization of read counts to transcripts at the gene level by featureCounts [76], RPKM qualification [77] of mRNA expression level by an in-house script, call of differentially expressed genes by EdgeR3 (FDR < 0.05 and fold change > 1.5) [78], functional enrichment analysis against hallmark gene sets from MSigDB [79] by GSEA [80], gene ontology or pathway enrichment analysis by MetaScape [81], and transcriptional regulator inference by LISA [39] or TFEA.ChIP [82].

Omni-ATAC sequencing data analysis followed our previous work [61]: read alignment to hg38 by Bowtie2 [83], which is based on the Burrows–Wheeler Transform [84]; visualization of reads distribution across gene locus by IGV [85]; call peaks by MACS3 [86]; prediction of differentially accessible regions (DARs) by EdgeR3 (FDR < 0.01 and fold change > 2) [78]; target gene predictions for DARs by GREAT [41]; footprinting analysis by TOBIAS [42]; and TF enrichment analysis by ChIP-Atlas [43].

## 5. Conclusions

In conclusion, our study underscores the potential of CB-6644, a selective inhibitor of the RUVBL1/2 complex, as a promising anti-tumor agent in MM. CB-6644 demonstrated significant anti-tumor activity by suppressing cell proliferation and inducing apoptosis in MM cells. Through transcriptome and regulome analyses, we identified key molecular pathways responsive to CB-6644 treatment, as well as transcription factors involved in regulating the transcriptional response via modulation of chromatin accessibility. The observed antagonistic interaction with CB-5083, a known MM-suppressive p97 inhibitor, highlights the need for further research to fully understand the benefits and limitations of RUVBL1/2 inhibition in developing more effective therapies for this incurable plasma disease.

## Figures and Tables

**Figure 1:**
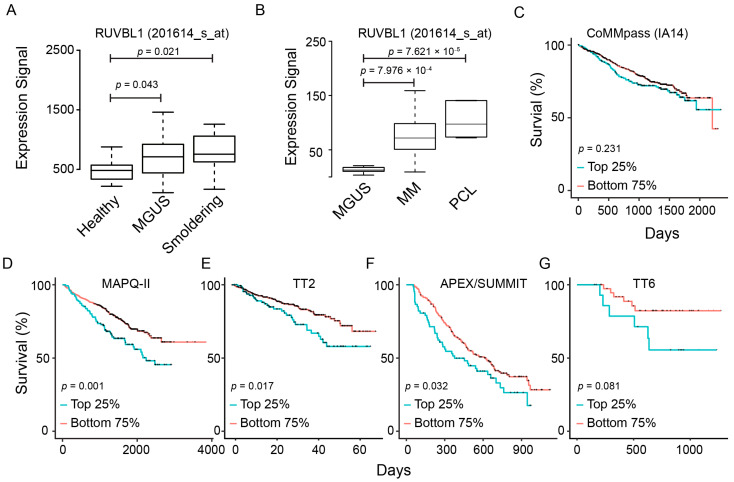
Clinical relevance of RUVBL1 expression in MM patients. (**A**) Comparison of RUVBL1 level between healthy donors and patients at disease stages of MGUS and smoldering. *p*-value by *t*-test. (**B**) Comparison of RUVBL1 level across patients at disease stages of MGUS, MM, and PCL. (**C**) K–M survival plot for RUVBL1 for ND MM patients from the CoMMpass trial. Patients sorted into the top 25% and others based on RUVBL1 expression (also applied to panels **D**–**G**). *p*-value by log-rank test. (**D**) K–M survival plot for RUVBL1 for ND MM patients from MAPQ-II (GEO: GSE24080); (**E**) K–M survival plot for RUVBL1 for ND MM patients from TT2 (GEO: GSE4204); (**F**) K–M survival plot for RUVBL1 for relapse patients from APEX/SUMMIT (GEO: GSE9782); (**G**) K–M survival plot for RUVBL1 for previously treated MM patients from TT6 (GEO: GSE57317).

**Figure 2:**
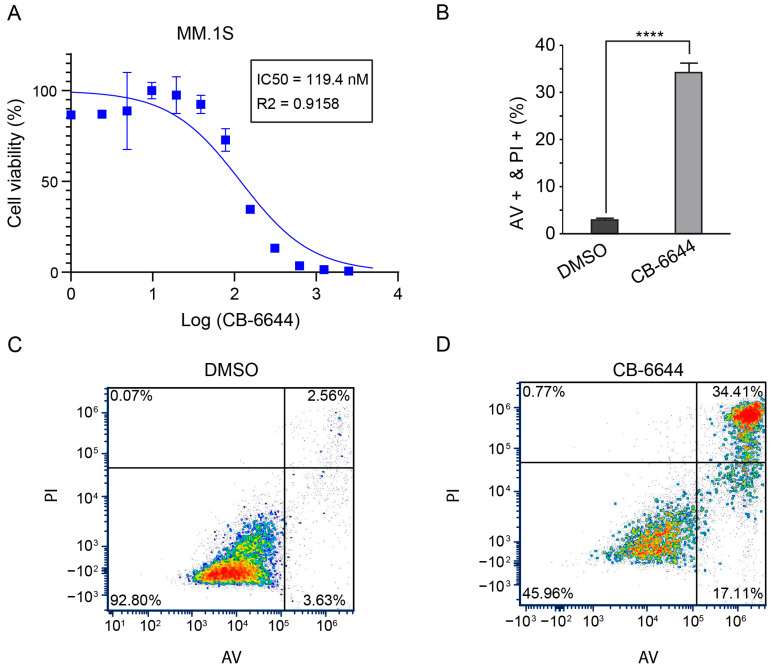
Proliferation suppression by CB-6644 in MM.1S. (**A**) IC50 of CB-6644 in MM.1S cells measured by CellTiter-Glo^®^ Luminescent Cell Viability Assay (*n* = 3). (**B**) Bar graph for the % of AV and PI double-positive cells of MM.1S following 72 h treatment with 120 nM CB-6644 (*n* = 3). ****: *p*-value < 0.0001 (*t*-test). (**C**,**D**) Representative flow panels of panel B. Live cells: lower left quadrant; apoptotic cells: lower right quadrant; dead cells: upper right quadrant. Red to blue means higher to lower density. AV: annexin V. PI: propidium iodide.

**Figure 3:**
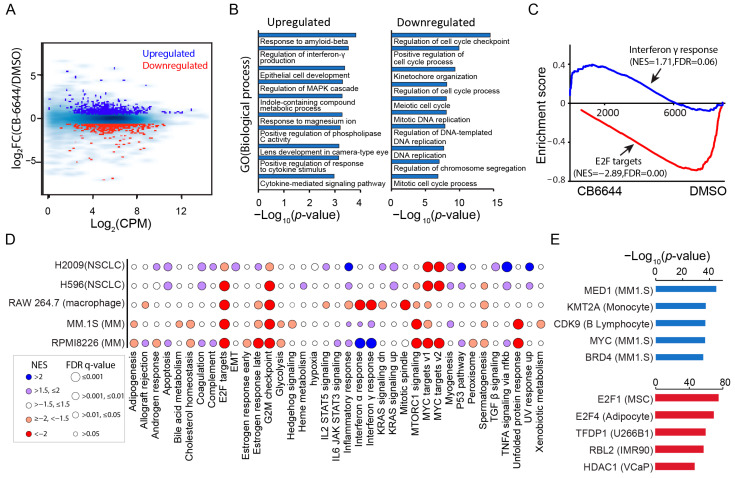
Molecular pathways affected by CB-6644 in MM cells. (**A**) MA plot displaying count per million (CPM; log_2_) and fold change (FC) of expression for the comparisons of CB-6644-treated cells (*n* = 2) vs. DMSO control cells (*n* = 3) in MM.1S. Blue: Genes upregulated in expression. Red: Downregulated genes. Light blue: All expressed genes. Shown for data generated in MM.1S, also applying to panels (**B**,**C**). (**B**) Gene ontology enrichment analysis on biological processes for the upregulated (**left** panel) or downregulated genes (**right** panel). (**C**) GSEA of expressed genes sorted by fold change in expression (CB-6644/DMSO) from high (left) to low (right) against MSigDB hallmark gene set “interferon γ response” (blue line) and “E2F targets” (red line). (**D**) Bubble plot visualization of results from GSEA enrichment analysis of CB-6644-induced expression changes in different cell systems (rows) against MSigDB hallmark gene sets (columns). Color indicates an overall upregulation (blue) or downregulation (red) of the gene set. Circle size indicates significance (FDR q-value). NES: normalized enrichment score. (**E**) Scatter plot visualization of the significance of transcriptional regulator inference from LISA for genes commonly upregulated (upper panel) or downregulated (lower panel) by CB-6644 in MM.1S and RPMI 8226. In parentheses are cells or tissues where the public ChIP-seq data are sourced from.

**Figure 4:**
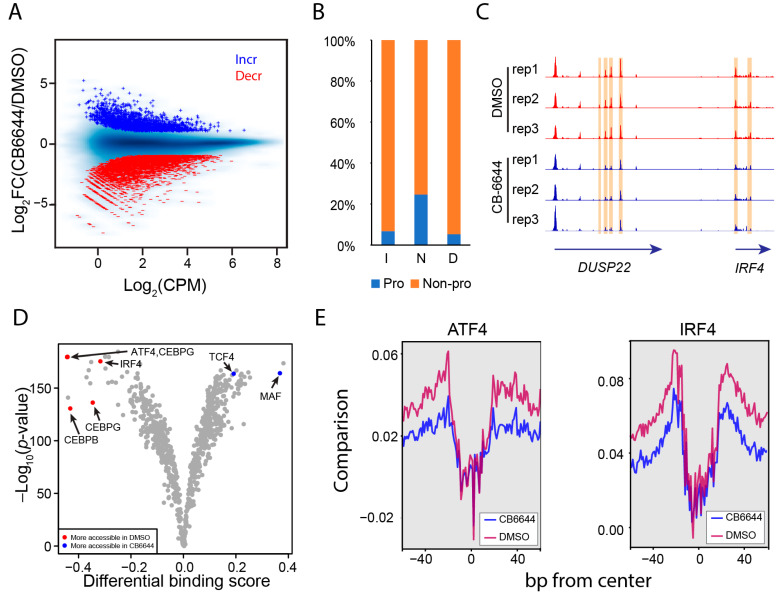
CB-6644 induced transformation of accessible chromatin in MM cells. (**A**) MA plots displaying CPM (log_2_) and FC of chromatin accessibility for CB-6644 treated (*n* = 3) vs. DMSO control (*n* = 3) MM cells. Blue: chromatin-accessible regions increasing in accessibility (“Incr”); red: chromatin-accessible regions decreasing in accessibility (“Decr”); light blue: all chromatin-accessible regions. (**B**) Distribution in promoter (transcription start sites ±2500 bps; Pro) and non-promoter regions (“Non-pro”) for chromatin-accessible regions sorted by their changes in response to CB-6644 treatment: “I” for increasing, “D” for decreasing, and “N” for no change. (**C**) IGV genome browser image showing the distribution of Omni-ATAC read density across a genomic region enclosing *DUSP22* and *IRF4* for samples treated with CB-6644 (blue) or DMSO (red). *Y*-axis normalized by total library size and adjusted to the same scales. Highlighted in yellow are genomic regions showing a decrease in chromatin accessibility. (**D**) Volcano plots for differential binding activity vs. the -log_10_ (*p*-value) for all TF motifs (dots) from JASPAR. Highlighted DMSO-specific TFs are labeled in red, while CB-6644-specific factors are in blue. (**E**) Bias-corrected Tn5 signals indicating chromatin accessibility centered on motifs corresponding to ATF4::CEBP (**left** panel) and IRF4 binding (**right** panel) for CB-6644-treated cells and DMSO control cells.

**Figure 5:**
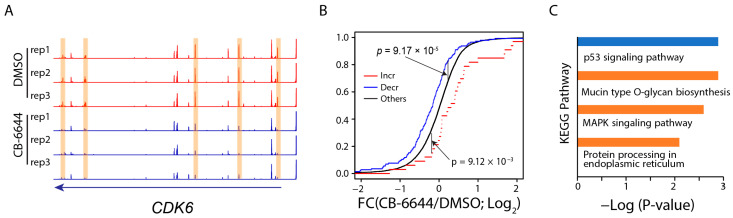
Genes associated with a decrease in chromatin accessibility at multiple regulatory regions. (**A**) IGV genome browser image showing the distribution of Omni-ATAC read density across a genomic region enclosing CDK6 for samples treated with CB-6644 (blue) or DMSO control (red). Highlighted are genomic regions showing a decrease in chromatin accessibility. (**B**) Empirical cumulative distribution of the expression FC (CB-6644/DMSO) of genes associated with multiple genomic regions that increased (red) or decreased (blue) in chromatin accessibility. Black: all expressed genes. A line shifting to the right indicates an overall increase in expression. *p*-value by the Kolmogorov–Smirnov (K-S) test. (**C**) KEGG pathway enrichment analysis for genes associated with multiple genomic regions that increased (blue) or decreased (brown) in chromatin accessibility.

**Figure 6:**
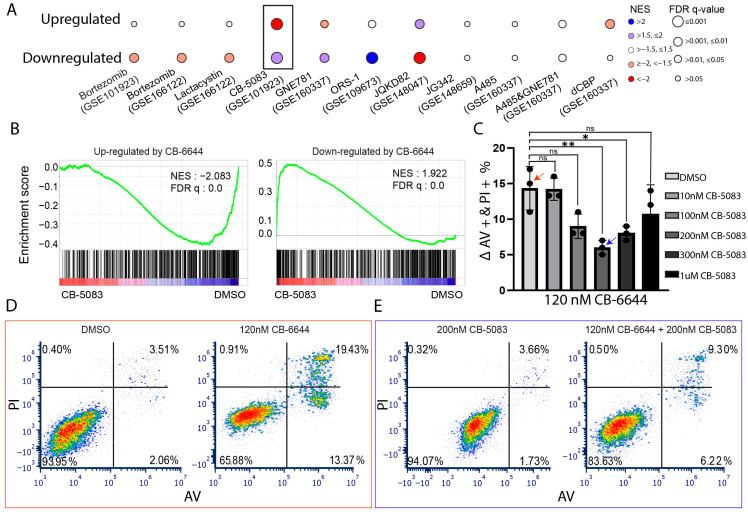
Inference of synergistic compounds with CB-6644 through integrative gene expression analysis. (**A**) Bubble plot visualization of results from GSEA enrichment analysis of expression changes induced by various chemical compounds in MM cells, as collected from GEO with GSE# indicated in parentheses, against gene sets (rows) that are commonly upregulated or downregulated by CB-6644 in MM.1S and RPMI 8226. Color indicates expression upregulation (blue) or downregulation (red) of the gene sets by the indicated compounds (columns). Circle size indicates FDR q-value. Box: GSEA results detailed in panel B. (**B**) GSEA of expressed genes sorted by expression FC in response to CB-5083 from high (red spectrum) to low (blue spectrum) against gene sets downregulated or upregulated by CB-6644. (**C**) % of PI and AV double-positive cells from treatment with 120 nM CB-6644 combined with varying concentrations of CB-5083 in MM.1S cells for 72 h, relative to the basal effect of CB-5083 alone or DMSO alone. *: *p* < 0.05. ** *p* < 0.005 (*t*-test). ns: not significant. *n* = 3 for each condition. Red and blue arrows correspond to the examples shown in panels (**D**,**E**), respectively. (**D**) Representative flow panel for the % of PI and AV double-positive cells, indicated as the red arrowhead in panel **C** from CB-6644 treatment (120 nM) relative to DMSO alone (19.43–3.51%). Red to blue means higher to lower density. (**E**) Representative flow panel for the % of PI and AV double-positive cells, indicated as the blue arrowhead in panel **C** from the combined treatment of CB-6644 (120 nM) and CB-5083 (200 nM) relative to CB-5083 alone (200 nM) (9.30–3.66%). Live cells: lower left quadrant; apoptotic cells: lower right quadrant; dead cells: upper right quadrant.

## Data Availability

ATAC-seq and RNA-Seq sequencing data were deposited to the Gene Expression Omnibus with accession # GSE271838 and GSE271840, respectively.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25169022/s1.

# Supplementary material for: Molecular Signatures of CB-6644 Inhibition of the RUVBL1/2 Complex in Multiple Myeloma
**Source:** Int J Mol Sci. 2024 Aug 20;25(16):9022. doi: 10.3390/ijms25169022
**Supplement:** Supplementary file 1

## Supplemental Figures

### Molecular Signatures of CB-6644 Inhibition of the RUVBL1/2 Complex in Multiple Myeloma

Weijun Yi<sup>†</sup>, Sebastian A. Dziadowicz<sup>†</sup>, Rachel S. Mangano, Lei Wang, Joseph McBee, Steven M. Frisch, Lori A. Hazlehurst, Donald A. Adjeroh\*, Gangqing Hu\*

<sup>†</sup>: co-first authors; \*: co-corresponding authors

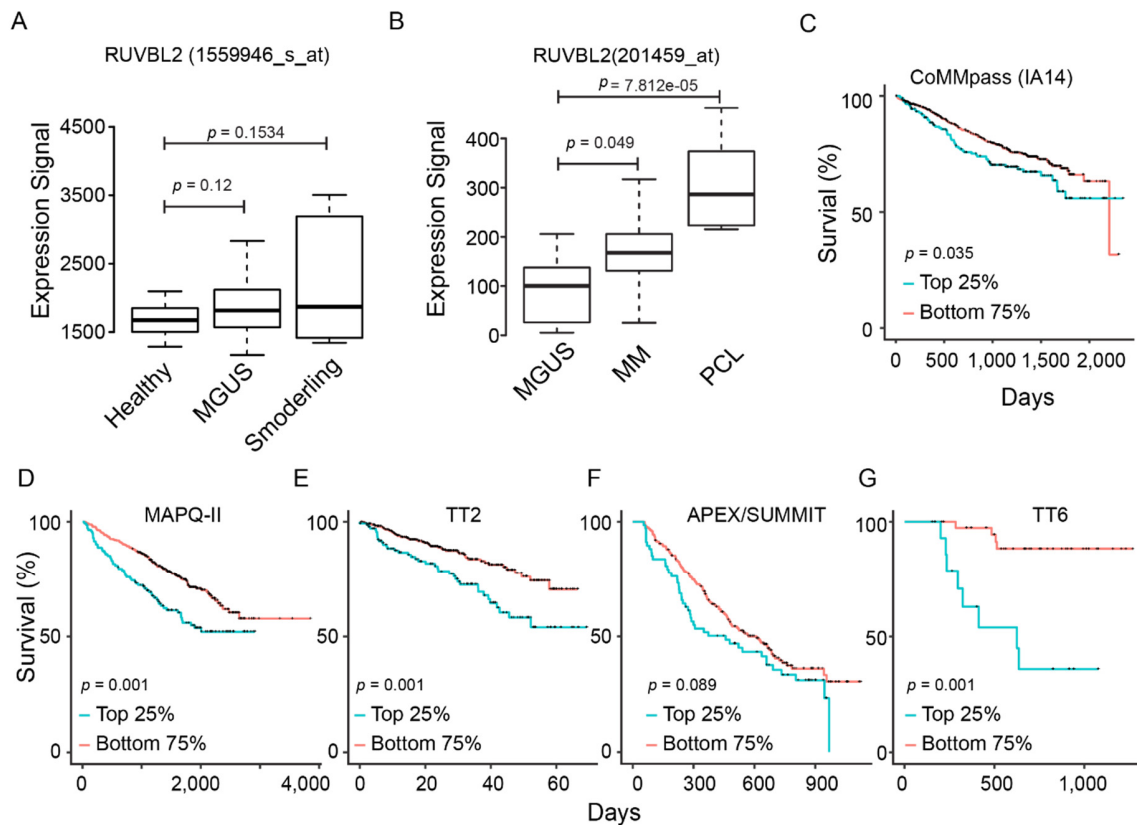

**Figure S1: Clinical relevance of RUVBL2 expression in MM patients.** (A) Comparison of RUVBL2 level between healthy donors and patients at disease stages of MGUS and smoldering. P-value by t-test. (B) Comparison of RUVBL2 level across patients at disease stages of MGUS, MM and PCL. P-value by t-test. (C) K-M survival plot for RUVBL2 for ND MM patients from the CoMMpass trial. Patients sorted into the top 25% and others based on RUVBL2 expression (also applied to panels D to G). p-value by log-rank test. (D) K-M survival plot for RUVBL2 for ND MM patients from MAPQ-II (GEO: GSE24080). (E) K-M survival plot for RUVBL2 for ND MM patients from TT2 (GEO: GSE4204). (F) K-M survival plot for RUVBL2 for relapse patients from APEX/SUMMIT (GEO: GSE9782). (G) K-M survival plot for RUVBL2 for previously treated MM patients from TT6 (GEO: GSE57317).

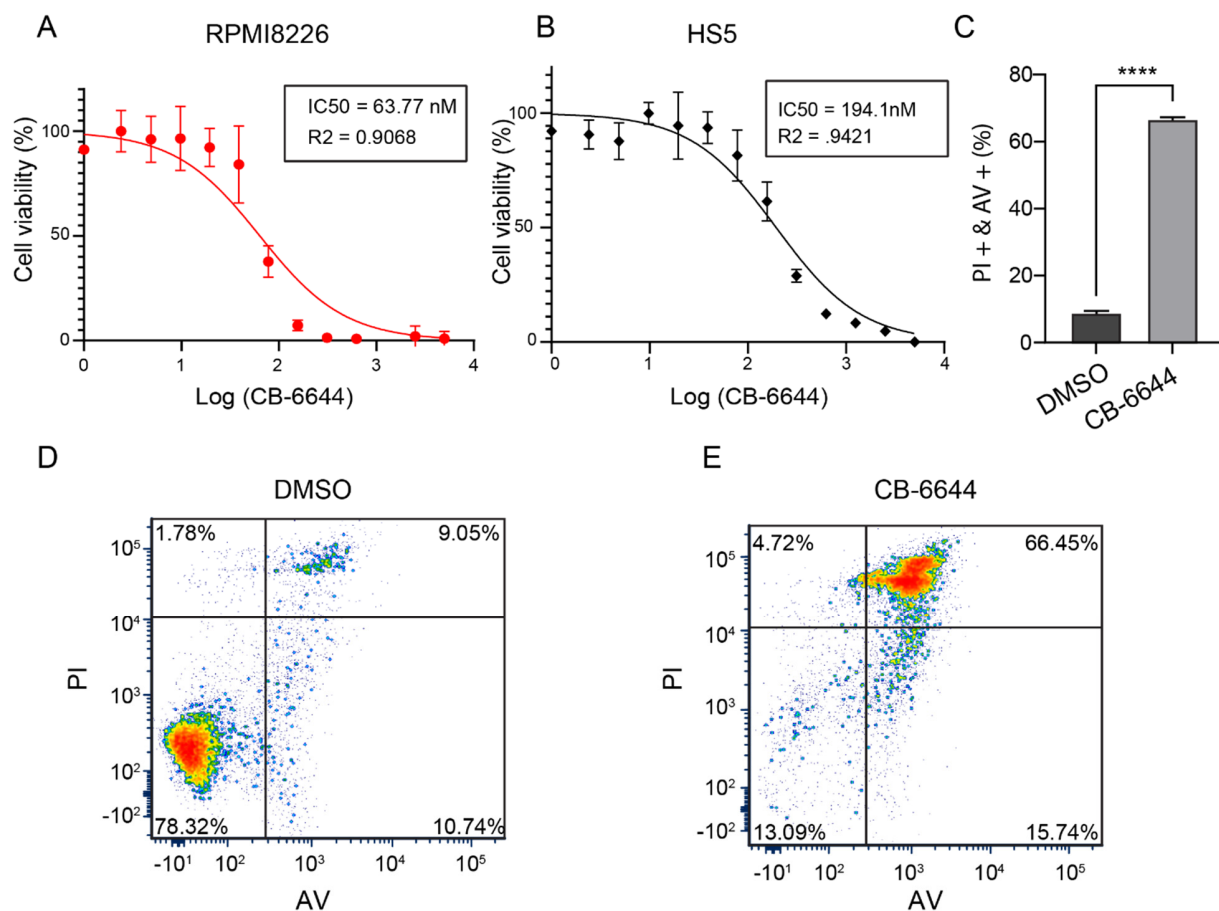

**Figure S2: Proliferation suppression by CB-6644 in RPMI 8226.** (A) IC<sub>50</sub> of CB-6644 in RPMI 8226 cells measured by CellTiter-Glo® Luminescent Cell Viability Assay (n=3). (B) IC<sub>50</sub> of HS-5 (n=3). (C) Bar graph for the % of both Annexin V and PI (double positive) statistical analysis done via unpaired T-test (\*\*\*\* P < .0001) of RPMI 8226 following 72 hours treatment with 60nM CB-6644 (n=3). (D-E) Representative flow panels of panel B. PI: Propidium Iodide. Live cells: lower left quadrant; apoptotic cells: lower right quadrant; dead cells: upper right quadrant.

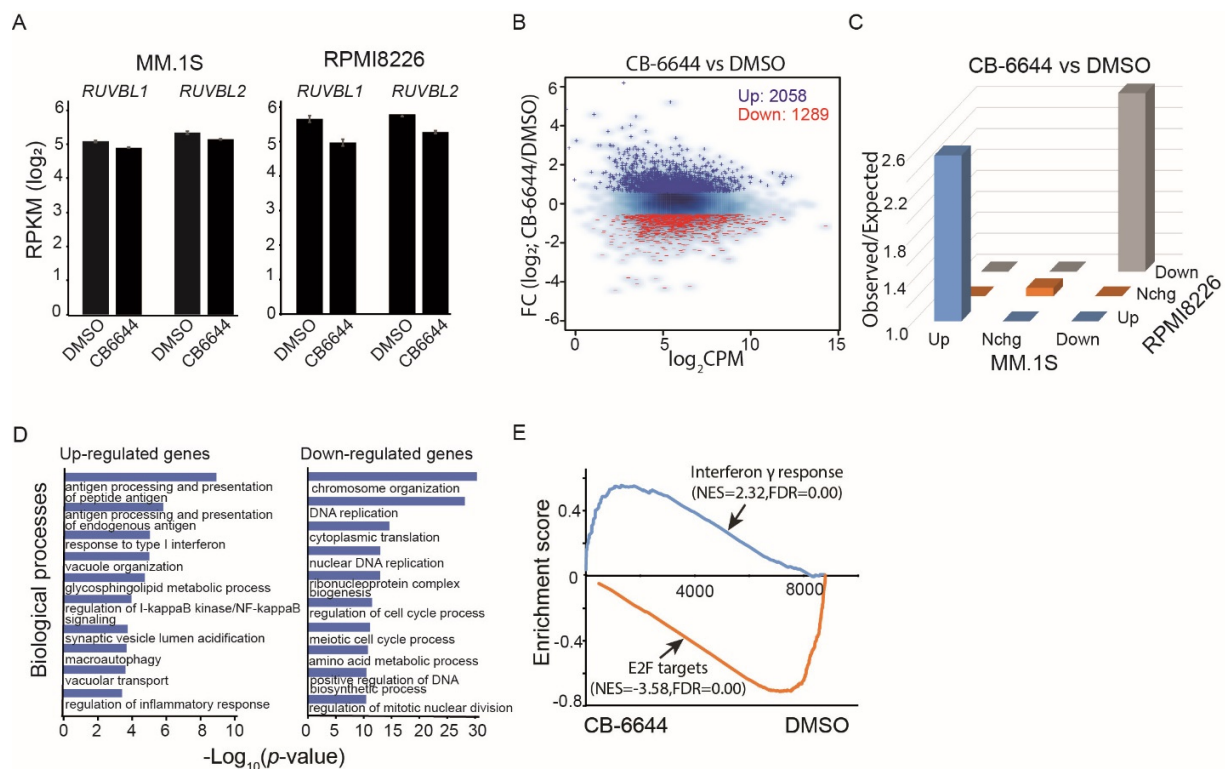

**Figure S3: Molecular pathways affected by CB-6644 in RPMI 8226.** (A) CB-6644-induced expression changes for RUVBL1 and RUVBL2 in MM.1S and RPMI 8226 cells. (B) MA-plot displaying CPM (log<sub>2</sub>) and expression FC (log<sub>2</sub>) for CB-6644 treated cells (n=3) vs. DMSO control cells (n=3) in RPMI 8226. Red: Genes downregulated in expression. Blue: Genes upregulated. Light blue: All expressed genes. (C) Bar plot for observed versus expected number of genes (z-axis), sorted based on transcription responses to CB-6644 in MM.1S cells (x-axis) and in RPMI 8226 cells (y-axis). “Up”: up-regulated in expression; “Down”: Down-regulated; “Nchg”: No expression change. (D) Gene ontology enrichment analysis on biological processes for genes upregulated (left panel) or downregulated (right panel) by CB-6644 in RPMI 8226 cells. (E) GSEA of expressed genes sorted by expression FC (CB-6644/DMSO) from high (left) to low (right) in RPMI 8226 cells against MSigDB hallmark gene set “interferon gamma response” (blue line) and “E2F targets” (brown line).

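The table behind panel C was rebuilt from the limma calls over 8159 genes expressed in both cell lines. Genes upregulated in both were 2.60 times their expected number under independence (169.3; Fisher's exact test, p = 1.6e-111), and genes downregulated in both 3.21 times as many (p = 6.8e-137 by the same test). The 30 genes upregulated in MM.1S and downregulated in RPMI-8226 were 0.265 times the expected number (Fisher's exact test, p = 4.2e-24), and the 63 with the opposite pattern 0.324 times (p = 5.3e-36). Genes are not independent of each other, so these p-values describe the table and not a number of replicates. In the fits without 1 library, the ratio lay between 2.50 and 2.70 for the shared rises and between 3.01 and 3.36 for the shared falls.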

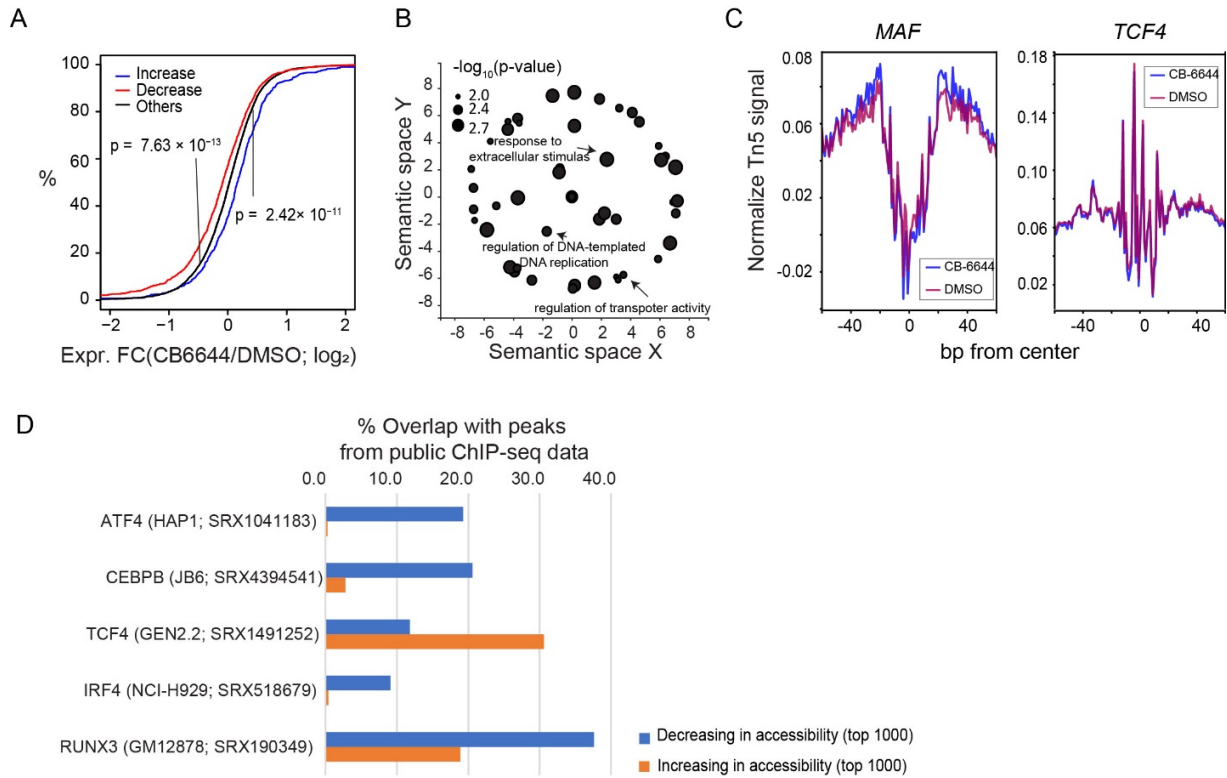

**Figure S4: Transcription factor inference for DARs with public ChIP-seq data.** (A) Empirical cumulative distribution profile for expression FC (CB-6644/DMSO) of target genes predicted for peaks showing increase (blue), decrease (red), or no change (black) in accessibility by CB-6644. A line shifting to the right indicates an overall increase in expression. p-value by the Kolmogorov–Smirnov (K-S) test. (B) Visualization of enriched gene ontology terms (depicted as circles) for genes downregulated and targeted by genomic regions decreased in chromatin accessibility. Color and size of circles indicate significance of enrichment  $\log_{10}$  p value. (C) Bias corrected Tn5 signals for chromatin accessibility centered on motifs corresponding to MAF (left panel) and TCF4 binding (right panel) for CB-6644-treated cells and DMSO control cells. (D) Bar plots for the % of genomic regions containing TF binding sites predicted from public ChIP-Seq data for the top 1,000 regions that decreased in chromatin accessibility and for the top 1,000 regions that increased in chromatin accessibility in response to CB-6644.

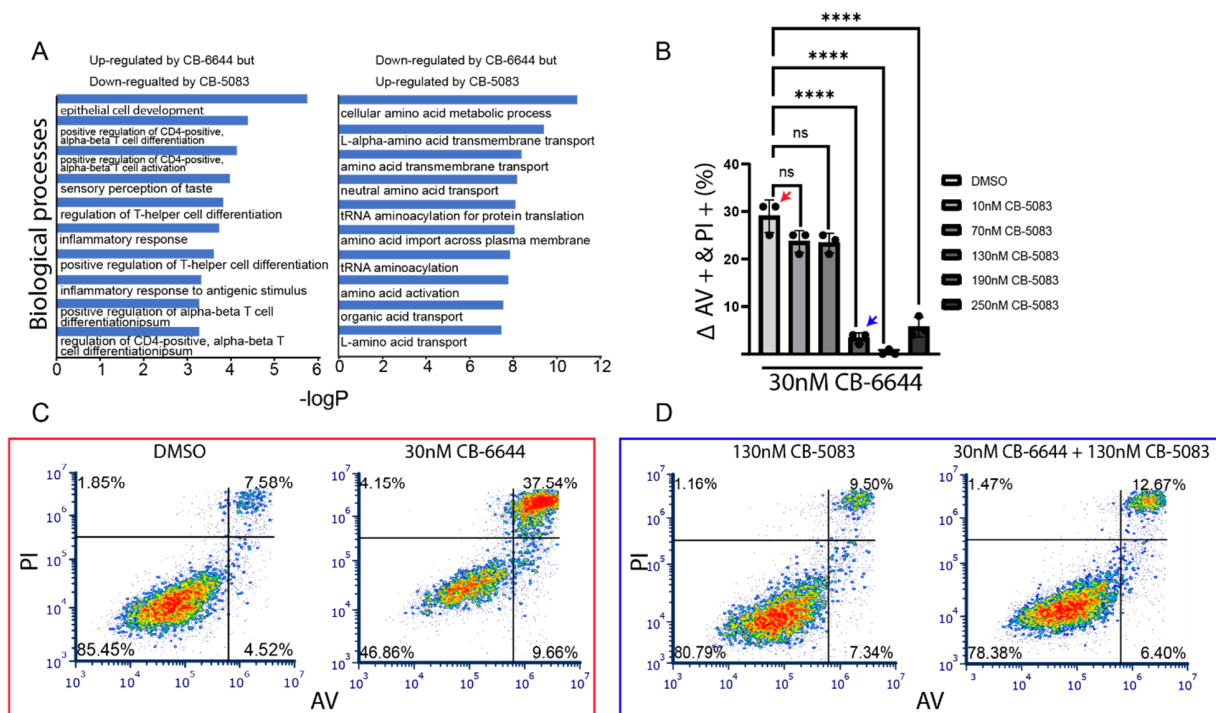

**Figure S5: Experimental validation of predicted synergy of CB-6644 and CB-5083 in RPMI 8226 cells.** (A) Gene ontology enrichment analysis on biological processes for leading genes identified from the GSEA analysis for those upregulated by CB-6644 but downregulated by CB-5083 (left panel) or for those downregulated by CB-6644 but upregulated by CB-5083 (right panel). (B) % of PI and AV double-positive cells from treatment with 30 nM CB-6644 combined with varying concentrations of CB-5083 in RPMI 8226 cells for 48 hours, in relative to CB-5083 alone or DMSO alone. \*:  $P < .05$ . \*\*\*\*  $P < .0001$  (t-test). ns: not significant.  $n = 3$  for each condition. (C) Representative flow panel for the % of PI and AV double-positive cells, indicated as red arrowhead in panel B, from CB-6644 treatment (30nm) relative to DMSO alone (37.54%-7.58%). (D) Representative flow panel for the % of PI and AV double-positive cells, indicated as blue arrowhead in panel B, from the combined treatment of CB-6644 (30nm) and CB-5083 (130nm) relative to CB-5083 alone (130nm) (12.67%-9.50%). Live cells: lower left quadrant; apoptotic cells: lower right quadrant; dead cells: upper right quadrant.

How the deposited data were processed for this re-analysis (not part of the article)

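RNA-Seq libraries of live-sorted cells of the myeloma lines MM.1S (CB-6644 at 120 nM, 2 libraries, and DMSO, 3 libraries) and RPMI-8226 (CB-6644 at 40 nM, 3 libraries, and DMSO, 3 libraries), each after 72 h, were analysed. Libraries were grouped by the treatment and cell line that the labels and the methods give. The ATAC-seq data, the data of other studies, the inference of regulators and the drug combination assays were not analysed here.

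The authors aligned paired reads to hg38 with subread v2.0.1, counted them per gene with featureCounts and computed RPKM with an in-house script, and they deposited log2(RPKM + 1) per gene and library, with 0.0001 where no read was counted. The table is named for RPKM, and the design written before the data were examined assumed RPKM, so the values were first turned back into RPKM. Here and below, the data are the deposited values. Parts of the authors' Tables S1 and S2 had been read when the design was written, and the filter on expression was taken from them. Some MM.1S values carry 3 significant digits only. Of the 20468 genes, 20382 were matched to RefSeq (GRCh38.p14) by Entrez identifier and 26, whose symbols a spreadsheet had turned into dates, by symbol, and 60 had no match. The authors' Tables S1 and S2 give a log2 fold change and an FDR per gene, which the authors computed with EdgeR, and were compared for single genes only.

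The number of reads per library was estimated from 1204 genes without introns, whose lowest values are whole multiples of 1 read over the length of the gene. It ranged from 15300000 to 49400000. In 4 libraries the most frequent ratio of low values to another library lay near 0.5 or 2 times the ratio of these numbers. However, 0 genes without introns lay at 0.5 reads, and in all 11 libraries, counted around each ratio, more genes lay at the ratio of the numbers than at 0.5 or 2 times of it. Reads behind single genes use exon lengths from GENCODE release 44, found for 20306 genes, and are approximate, since the text does not name the authors' annotation. A group with 3 reads or fewer in each library was taken as a floor, which covers counting error only and does not hold for RPMI-8226 CB-6644 replicate 1, a library with reads on fewer genes than the others.

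Fits used R 4.3.3 with limma 3.58.1, and the rest Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. A gene was expressed in a cell line if its log2(RPKM + 1) reached 2 in at least 1 library. Each cell line was fitted separately on log2(RPKM + 0.1) with eBayes and a variance trend, with Benjamini-Hochberg adjustment over its expressed genes. Calls needed an adjusted p under 0.05 and an absolute log2 fold change over 0.585. The difference between cell lines was the interaction term of a fit of all 11 libraries. As dose and cell line differ together, this term holds both.

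The 14 gene lists were written by hand before the data were examined and stand in for hallmark gene sets. They include interferon-stimulated, MHC class I presentation, E2F-target, mitotic G2M, MYC-target, unfolded protein response, ATF4-target, NF-kB inflammatory, ERK-MAPK response, cholesterol synthesis, lysosome and autophagy, RUVBL1/2-containing complex and cytoplasmic ribosomal protein genes, and share no genes. They were tested with limma's camera (preset correlation 0.01, two-sided) and adjusted over the lists of a cell line. The genes of Tables S3 and S4 were tested with two-sample Kolmogorov-Smirnov tests. The overlap of calls was tested with Fisher's exact tests among genes expressed in both cell lines. Gene lists were also set against 10000 random lists matched for level and length. The results of 1 further list and of 1 gene are not reported here.

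The genes named in the text were set by a rule before the data were examined: the 15 genes that the paper names for myeloma cells, the 3 largest rises and falls per cell line among called genes whose groups do not overlap, the 2 called members of each list with the highest mean RPKM per cell line, and FYN and CRYBB1, whose marks in Table S1 drew attention. Other genes are said to have been chosen after their values were seen. The alternatives set before the data were examined were pseudocounts of 1 and 0.01, no filter on expression, a mean RPKM of at least 3, median-ratio scaling, quantile normalization, a single fit of all groups, no variance trend, a block for the replicate number, no fold threshold, limma's treat, camera with an estimated correlation, fry, percentages on the log2 scale and leaving out each library. Leaving out libraries for the difference between cell lines was added after the data had been seen, as was the use of several of these alternatives for single genes, gene lists and the genes of Tables S3 and S4.

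The steps were tested on simulated data with 200 changed genes per cell line. These were taken from genes above a minimum level in DMSO. They were moved by fold changes well above the threshold, as many up as down, with noise independent between genes. In MM.1S 197 of the 200 were called in the right direction and 0 of 8517 unchanged genes were called. In RPMI-8226 195 of the 200 were called and 2 of 8501. For the difference between cell lines 380 of 395 were called and 5 of 9284. In the real data far more genes changed, many of them near the threshold. The simulation therefore does not show how reliable calls near the threshold are, nor calls that depend on the scaling of the libraries. Groups held 2 or 3 libraries, so single outlying libraries were not tested for.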

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

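The tests of library scaling on the gene lists, on their differences between cell lines and on ATF4, and the counts over other splits of the libraries, were chosen only after the results were seen.

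Genes of 3 lists outside the pathways that the paper discusses changed with CB-6644. The cholesterol synthesis genes had a median log2 fold change of -0.55 in MM.1S (20 genes, 1 called upregulated and 9 downregulated; camera, adjusted p = 0.0074) and of -0.89 in RPMI-8226 (21 genes, 0 and 13; 4.0e-06). The lysosome and autophagy genes had a median of 0.26 in MM.1S (28 genes, 7 and 3; 0.038) and of 0.95 in RPMI-8226 (27 genes, 18 and 1; 8.6e-04). The cytoplasmic ribosomal protein genes had a median of -0.31 in MM.1S (78 genes, 0 and 7; 6.9e-08) and of -0.59 in RPMI-8226 (78 genes, 0 and 39; 2.0e-14). With an estimated correlation between genes none of these 3 lists passed the threshold in either cell line, with adjusted p from 0.147 to 0.484.

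The tables argue against gene length and expression level as the whole cause, since random lists matched for both gave medians that differed from those of the lists. The difference was -0.572, 0.292 and -0.152 in MM.1S for cholesterol synthesis, lysosome and ribosomal protein genes, and -0.978, 0.959 and -0.516 in RPMI-8226. They also argue against a factor per library, because the lists moved away from the median of all genes, by -0.574, 0.238 and -0.335 in MM.1S and by -1.05, 0.795 and -0.742 in RPMI-8226, each beyond the spread between replicates. With quantile normalization the medians were -0.48, 0.35 and -0.12 in MM.1S (2 ribosomal protein genes called) and -0.89, 0.97 and -0.45 in RPMI-8226 (26 called), so the size of the fall of the ribosomal protein genes depends on the normalization. Reads shared between ribosomal protein genes and their near-identical copies were not tested and stay open, as does the correlation between genes of a list. A lasting response of the surviving, sorted cells to the inhibitor may underlie the changes of the cholesterol and lysosome genes, as a hypothesis. A selection of cells that already differed before the treatment was not tested.

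The response differed between the cell lines for 10 of 14 lists by camera on the interaction term. The median difference, RPMI-8226 minus MM.1S, was 0.48 for interferon-stimulated, 0.71 for MHC class I presentation, -0.41 for E2F-target, -0.27 for mitotic G2M, -0.94 for MYC-target, 0.36 for unfolded protein response, 0.90 for ATF4-target, -0.33 for cholesterol synthesis, 0.66 for lysosome and autophagy and -0.32 for ribosomal protein genes, against 0.11 for all genes. A single factor per library is argued against, as all 10 of the lists stood apart from all genes by more than the spread between replicates. Their selection by camera, which compares a list with the other genes, already made this likely. Quantile normalization was not tried for these differences. All 10 lay outside matched random lists, which argues against length and level, and all 10 kept an adjusted p under 0.05 without the deepest library. The dose (120 nM and 40 nM) and the cell line stay open as explanations, and the design does not separate them.

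Of the 15 genes that the paper names for myeloma cells, 13 responded differently in the cell lines by limma. The difference was -0.52 for RUVBL1, -0.31 for RUVBL2, -0.46 for E2F1, -1.40 for MYC, 0.86 for CDK9, 0.61 for KMT2A, 0.60 for ATF4, 2.62 for CEBPB, 1.92 for IRF4, -2.04 for MAF, -0.54 for TCF4, 1.31 for DUSP22 and 0.44 for CDK6. With median-ratio scaling 12 of them kept an adjusted p under 0.05, and without the deepest library all 13 did. The exception under scaling was ATF4, whose difference was then 0.50 with an adjusted p of 0.0860. With the replicate block it was 0.60 with an adjusted p of 0.0803, so its call is lost without a change in scaling too. Thus for ATF4 a difference between the cell lines and a difference in scaling cannot be told apart, given the spread between its DMSO libraries of RPMI-8226. For the other genes the tables argue against scaling and against the deepest library as the cause, and dose and cell line stay open.

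The 3515 genes called in RPMI-8226 were set against all splits of its 6 libraries into 3 against 3. Only the real split gave as many, 1 of 10, and the other splits called 0 genes, with 2 to 61 genes at an unadjusted p under 0.05. For the number of lists called by camera, 9 in the real split, 3 of the 10 splits gave as many, and the others ranged from 6 to 10. As 10 splits give no share under 0.1, this count could not have excluded a fortuitous split for either result. Each of the other splits also sets unequal numbers of libraries with CB-6644 against each other and keeps a part of the treatment effect, so the lists called in them do not give a level without treatment.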

How the results depend on the processing

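No test in this part was chosen only after the result was seen, except that some alternatives were added after the data had been seen: leaving out libraries for the difference between cell lines, a pseudocount of 0.01 for single genes, and for the gene lists and the genes of Tables S3 and S4 a pseudocount of 0.01, no filter on expression and no variance trend, with quantile normalization and a replicate block for the latter.

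The numbers of called genes kept within 1.5 times of those reported with pseudocounts of 1 or 0.01, a mean RPKM of at least 3, median-ratio scaling, quantile normalization, a single fit of all groups, no variance trend, a replicate block, and with any library left out where the fit gave calls. The exception was the 30 genes upregulated in MM.1S and downregulated in RPMI-8226, which were 19 with a pseudocount of 1 and with a mean RPKM of at least 3, and 46 with quantile normalization. Without the filter on expression 3340 genes were called in MM.1S, 1692 of them upregulated, and 3343 were upregulated in RPMI-8226. In that setting 1549 were called in both cell lines, 803 upregulated in both and 191 in opposite directions (70 up in MM.1S and down in RPMI-8226, 121 the reverse), as more genes were tested. Without the fold threshold the calls were 6651 in MM.1S (3480 up, 3171 down) and 6729 in RPMI-8226 (4190 up, 2539 down), with 4453 in both, 2018 up in both, 1381 down in both and 1054 in opposite directions (443 and 611). With limma's treat they were 1117 in MM.1S (473 up, 644 down) and 1934 in RPMI-8226 (1173 up, 761 down), with 400 in both, 181 up in both, 195 down in both and 24 in opposite directions (7 and 17). Both follow from the thresholds themselves. The difference between cell lines was called for 3393 genes and for 2937 with a pseudocount of 1, 3324 with median-ratio scaling and 3254 to 3525 in 9 fits without 1 library. In RPMI-8226 the share of rises was 62.0% as deposited, whereas more genes fell than rose with median-ratio scaling (1544 up, 1794 down) and quantile normalization (1583 up, 1640 down).

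With the correlation between genes estimated, all lists called by camera lost their call. In MM.1S the adjusted p was 0.147 for interferon-stimulated, E2F-target, unfolded protein response, ATF4-target and cholesterol synthesis genes, 0.158 for G2M, 0.204 for lysosome and 0.477 for ribosomal protein genes. In RPMI-8226 it was 0.526 for interferon-stimulated, 0.533 for MHC class I, 0.257 for E2F-target, 0.387 for G2M, MYC-target, cholesterol and ribosomal protein, 0.507 for ATF4-target and 0.484 for lysosome genes. With groups this small the estimate itself is uncertain, and the cause was not tested. Fry, which tests the list by itself, added calls. In MM.1S they included MYC-target (adjusted p 0.0019), NF-kB (0.0014) and complex genes (0.0025), and in RPMI-8226 unfolded protein response (0.039), NF-kB (0.013), ERK response (5.4e-04) and complex genes (0.0039).

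With quantile normalization the MHC class I genes in MM.1S turned to a median of 0.039 (adjusted p 0.419; 0.015 and 0.915 without the filter on expression), the unfolded protein response genes in RPMI-8226 to 0.073 (0.659), and the MYC-target genes in MM.1S passed the threshold (0.0060; 0.040 without the filter). With median-ratio scaling the complex genes in RPMI-8226 turned to -0.077 (0.737). Leaving out 1 library moved the ERK response genes in MM.1S from -0.078 to 0.022 (adjusted p 0.951 to 0.987; above 0 without DMSO replicate 1) and the unfolded protein response genes in RPMI-8226 from -0.062 to 0.0066 (0.493 to 0.701; above 0 without DMSO replicate 3). For these reversals, all of medians close to 0, the cause was not tested. Of the other list medians 51 moved by more than the spread between replicates and 294 did not.

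On the log2(RPKM + 1) values the change of RUVBL1 was -3.58% in MM.1S and -12.2% in RPMI-8226, and that of RUVBL2 -3.83% and -8.84%, as a percentage of a logarithm is smaller by construction. With median-ratio scaling RUVBL2 in RPMI-8226 changed by -37.6%. CRYBB1 in RPMI-8226 was not called and went from -0.20 to 0.14 when 1 library was left out (0.14 without CB-6644 replicate 1, 0.08 without DMSO replicate 3). Over 99 results for named genes, 19 fits of 10 of them fell short of a threshold and 2 passed one. Without DMSO replicate 1 of RPMI-8226, ATF4 (-0.58) and CEBPB (-0.44) lost the fold threshold. With the MM.1S fold changes, the p for Table S3 and Table S4 genes stayed under 0.05 in the settings that gave one.

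The libraries of a cell line share replicate numbers, but those with the same number did not deviate together in RPMI-8226 (correlations -0.05, -0.00 and 0.12), and MM.1S has 2 such pairs only (0.19 and 0.11). With the replicate block 2071 genes were called in MM.1S and 3524 in RPMI-8226, and of the named genes LAMP1 (0.58) and RPLP0 (-0.57) in MM.1S fell short of the fold threshold. The difference of ATF4 between the cell lines lost its call with the block (0.60, adjusted p 0.0803). Leaving out a CB-6644 library of MM.1S leaves 1, so these fits gave values and no calls. The depth limits genes near 3 reads, and in RPMI-8226 CB-6644 replicate 1 the absence of reads from a weakly expressed gene sets no limit.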

Differences from the paper's values

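No test in this part was chosen only after the result was seen, except a pseudocount of 0.01 for single genes and no filter on expression for a gene list.

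For the Table S4 genes, the Kolmogorov-Smirnov p was 5.4e-05, or 0.0054%, and the paper's value is about 0.0092% in Fig. 5B, read by eye. Of the alternatives set before the data were examined, the value without MM.1S DMSO replicate 1 (0.0074%) fell within 1.5 times of the paper's. The others with a p did not. Fits without 1 DMSO library gave a Kolmogorov-Smirnov p between 2.0e-06 and 7.4e-05, so its size depends on single libraries. Of the paper's Tables S1 and S2, a part with 1998 genes each was used here, of 20468 and 20470 in all. The other 18470 and 18472 genes were not used. Only the named genes in these parts were compared. INHBE in MM.1S had a log2 fold change of -6.26, and the paper's value in Table S1 is -6.95. None of the alternatives set for single genes before the data were examined closed this gap. A pseudocount of 0.01, tried for single genes after the data had been seen, gave -6.83, which lies within the spread between replicates of the paper's value. For the 32 named genes of MM.1S that Table S1 as used here holds, the median gap to the paper's log2 fold changes was 0.0027. For 29 of RPMI-8226 it was 0.0013. The parts of both tables used here hold 0 genes marked as upregulated, so genes with that mark were not compared.

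The paper states that RUVBL1/2 fell by a small percentage in MM.1S, below the values found on RPKM, -12.2% and -13.6%. On the log2(RPKM + 1) values, the changes of -3.58% and -3.83% fall within the paper's statement.

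The paper names Myc targets among the pathways that fell in myeloma cells. The MYC-target list fell in RPMI-8226 (median -0.82) and had a median of 0.17 in MM.1S, which none of the alternatives turned into a fall. The paper reports the MAPK cascade among the rises in MM.1S, from an enrichment among upregulated genes. Camera instead tests a shift of a whole list, so the results are not directly comparable. In the ERK response list 3 of 11 genes were upregulated and 2 downregulated there, and it had a median of -0.04 (camera, adjusted p = 0.98). The median was 0.02 without DMSO replicate 1, and -0.35 over 21 genes without the filter on expression (camera, adjusted p = 0.193), which was tried after the data had been seen. The paper names the inflammatory response among the rises in myeloma cells. The NF-kB list did not pass the threshold of camera in MM.1S (adjusted p = 0.457) or in RPMI-8226 (0.768), and passed with fry (0.0014 and 0.013). In RPMI-8226 its median of 0.19 lay near the 0.16 of all genes, and was 0.04 with median-ratio scaling. Fry does not compare a list with other genes, so it cannot tell a rise of this list there from a shift of all genes. These lists are not the gene sets of the paper.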

Other observations

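The tests of ATF4-target genes between DMSO libraries against shared numbers and depth, of the marks in Table S1, of mitochondrial genes against scaling, and of low values in the deepest library against a threshold were chosen only after the results were seen, as were POLR2A, HEXIM1, DDIT3, PPP1R15A, OAS3, JCHAIN, PHGDH, CXCL10 in RPMI-8226 and the mitochondrial genes.

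Genes named by the paper for their binding or accessibility in MM.1S had these limma values there. The log2 fold change was -1.40 for ATF4 (standard error 0.04, adjusted p = 6.0e-08), -3.26 for CEBPB (0.07, 2.6e-08), -2.01 for IRF4 (0.04, 1.3e-08), 1.86 for MAF (0.08, 6.4e-07), 0.98 for TCF4 (0.05, 1.9e-06) and -0.996 for DUSP22 (0.03, 2.5e-07). In RPMI-8226 it was -0.80 for ATF4 (0.18, 0.0028), -0.64 for CEBPB (0.18, 0.0099), -0.08 for IRF4 (0.07, 0.32), -0.17 for MAF (0.07, 0.046), 0.45 for TCF4 (0.09, 0.0012), 0.31 for DUSP22 (0.08, 0.0073) and -0.17 for CDK6 (0.08, 0.068). Without RPMI-8226 DMSO replicate 1, ATF4 was at -0.58 and CEBPB at -0.44, short of the fold threshold.

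Of 45 ATF4-target genes, 1 was upregulated and 42 downregulated in MM.1S, with a median of -2.10 (camera, adjusted p = 2.8e-20), and 45 passed adjusted over the list alone, as over all genes. In RPMI-8226, 4 were upregulated and 32 downregulated, with a median of -1.20 (1.1e-09), and 37 passed in either way. The highest called members were MTHFD2 (-2.24) and EPRS (-1.02) in MM.1S, and AARS (-1.55) and EPRS (-0.79) in RPMI-8226. PHGDH changed by -4.31 in MM.1S and by -3.99 in RPMI-8226. Of 38 unfolded protein response genes, 0 were upregulated and 7 downregulated in MM.1S, with a median of -0.36 (6.5e-06; 33 passed adjusted over the list alone and 32 over all genes; HYOU1 -0.95, SEL1L -0.77), and 5 and 3 in RPMI-8226, with a median of -0.04 (0.564; 25 and 25; FKBP2 0.79, SSR1 -1.02). DDIT3 changed by -2.29 in MM.1S and by 1.18 in RPMI-8226 (difference 3.48, limma adjusted p = 1.1e-06), and PPP1R15A by -1.04 and 1.69 (difference 2.73, 3.6e-06).

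Among the remaining lists, that of RUVBL1/2-containing complexes had a median of 0.12 in MM.1S (31 genes, 4 up, 3 down; camera, adjusted p = 0.317; 22 passed adjusted over the list alone, as over all genes; PIH1D1 -1.07, YEATS4 -0.95) and of 0.08 in RPMI-8226 (30 genes, 4 up, 3 down; 0.996; 18 passed in either way; MORF4L2 -0.66, TTI1 -0.63), and the latter turned to -0.08 with median-ratio scaling. Adjusted over the list alone, 19 cholesterol synthesis, 23 lysosome and 64 ribosomal protein genes passed in MM.1S (19, 23 and 63 over all genes), and 18, 26 and 68 in RPMI-8226, as over all genes. Their highest called members were FDPS (-0.72) and INSIG1 (-1.02), LAMP1 (0.59) and CTSD (0.70), and RPS12 (-0.79) and RPLP0 (-0.59) in MM.1S. In RPMI-8226 they were FDPS (-0.84) and INSIG1 (-2.85), PSAP (1.32) and CTSD (1.00), and RPL8 (-0.99). Ribosomal protein genes have near-identical copies and are uncertain. TTI1 was at -0.58 without RPMI-8226 CB-6644 replicate 2, short of the threshold.

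CXCL10, the largest rise in MM.1S, changed by -1.36 in RPMI-8226 (limma adjusted p = 7.1e-06; difference -7.04, adjusted p = 1.6e-06). OAS3 changed by -0.99 in MM.1S and by 1.87 in RPMI-8226 (difference 2.87, limma adjusted p = 2.4e-05). JCHAIN, the joining chain of immunoglobulins, rose by 0.97 in MM.1S and by 1.36 in RPMI-8226. No explanation was tested for these genes.

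In the DMSO libraries of RPMI-8226, the ATF4-target genes fell from replicate 1 to replicate 3, by a median log2 ratio of -0.62 with 43 of 45 genes lower, and replicate 2 lay between (-0.27, 43 of 45 lower). Random lists matched for length and level fell by less, with a difference of -0.630, which argues against these as the cause. Between replicates 3 and 1 with CB-6644 the median was 0.026, with 22 of 45 genes lower, and the deepest library with CB-6644 differed from the others by 0.0026. As members went both ways and CB-6644 lowers these genes, a batch shared by libraries of the same number and the depth cannot be told apart from a difference in the state of the cells, such as in their nutrients, which was not tested.

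The library of RPMI-8226 with CB-6644 replicate 1 had the most reads (49400000) and the fewest genes with reads (13601). It held 31 genes at 1 read, against 275 to 321 in the other libraries of the cell line. Of 746 genes placed at 5 to 10 reads in it by the other CB-6644 libraries, 481 had none, or 64.5%. This is consistent with fewer distinct molecules that were read many times. A threshold that removed low values is argued against by 59 genes at 1 to 3 reads. Whether the number of sorted cells or a later step lies behind it was not tested.

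POLR2A, the largest subunit of RNA polymerase II, rose by a log2 fold change of 1.87 in MM.1S (standard error 0.04, limma adjusted p = 1.8e-08) and of 1.70 in RPMI-8226 (0.08, 7.3e-07). The other 11 subunit genes had medians of 0.26 and 0.15, the larger being 0.258, which argues against a joint rise of all subunits. Of genes of similar length and level, 0% rose as far in MM.1S and 0.502% in RPMI-8226, which argues against length and level. HEXIM1, which holds the elongation factor containing CDK9 inactive, rose by 1.56 and 1.57. A hypothesis that these tests leave open is that the cells may respond to a disturbed polymerase II, in whose clustering the paper gives RUVBL1/2 a role, and this was not tested.

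The 13 genes encoded by mitochondria rose in MM.1S by a median of 0.64, with 7 called, and took 17.7% and 20.5% of the summed RPKM with CB-6644 against 13.1%, 13.4% and 13.8% with DMSO. With median-ratio scaling their median lay 0.617 above that of all genes, which argues against a factor per library, whereas with quantile normalization the median was 0.29, with 3 called and the lowest at -0.07. Nuclear genes of the respiratory chain lay at -0.127 relative to all genes, which argues against a joint rise of the respiratory chain. In RPMI-8226 the median was -0.08 with 0 called upregulated. PolyA selection, which captures mitochondrial RNA unevenly, and the share of dying cells were not tested and stay open.

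Table S1 marks FYN (log2 fold change -2.99 here, limma adjusted p = 2.0e-07) and CRYBB1 (2.74, 2.8e-08) as unchanged in MM.1S. They are the 2 of 1112 genes past both of the paper's thresholds, in the part of Table S1 used here, that are marked so. Both have an FDR in the table between 0 and the smallest number that a computer holds at full precision, and all 2 genes with such an FDR were marked unchanged. Of 40 listed genes that fell with an FDR of 0 and 122 with a small FDR above that limit, 0 were marked unchanged. This is consistent with such values not being read as numbers. CRYBB1 in RPMI-8226 changed by -0.07 (standard error 0.18, adjusted p = 0.75), or by 0.14 without CB-6644 replicate 1. FYN was not expressed there by the filter used.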
